# Expression of lamina proteins Lamin and Kugelkern suppresses stem cell proliferation

**DOI:** 10.1080/19491034.2017.1412028

**Published:** 2018-01-23

**Authors:** Roman Petrovsky, Jörg Großhans

**Keywords:** Drosophila, Jak/Stat, Kugelkern, Lamin, nuclear lamina, stem cell

## Abstract

The nuclear lamina is involved in numerous cellular functions, such as gene expression, nuclear organization, nuclear stability, and cell proliferation. The mechanism underlying the involvement of lamina is often not clear, especially in physiological or developmental contexts. Here we investigate the role and activity of farnesylated lamina proteins Lamin (Lam) and Kugelkern (Kuk) in proliferation control of intestinal stem cells (ISCs) in adult *Drosophila* flies. We found that ISCs mutant for *Lam* or *kuk* proliferate, whereas overexpression of Lam or Kuk strongly suppressed proliferation. The anti-proliferative activity is, at least in part, due to suppression of Jak/Stat but not Delta/Notch signaling. Lam expression suppresses Jak/Stat signaling by normalization of about 50% of the Stat target genes in ISCs.

## Introduction

Overexpression of Lamins including prelamin A and the progeric Lamin A variant Progerin promote nuclear deformations, DNA damage, reduced heterochromatin and reduced lifespan [1,2,3]. The *Drosophila* genome contains a single B-type Lamin Dm (Lam) and a single A-type lamin the non-farnesylated Lamin C (LamC) [4,5,6]. In addition, *Drosophila* contains the farnesylated lamina protein Kugelkern (Kuk) [7] Although structurally distinct from lamins, Kuk shares several functional elements with lamins. A C-terminal farnesylation motif, a putative coiled coil motif and a nuclear localization signal (NLS) [7]. Kuk is functionally related to lamins, since expression of Kuk induces similar phenotypes in several cellular systems [7,8,9], including abnormal nuclear morphology, decreased heterochromatin and increased DNA damage [7,8,9]. The function and activity of lamina proteins on proliferation control and tissue homeostasis is not clear. Specifically in stem cells, Prelamin A and Progerin have been shown to change proliferation and homeostasis [10,11]. Adult *Drosophila* flies contain three populations of proliferative stem cells: germ cells, somatic follicle stem cells and intestinal stem cells in the midgut epithelium (ISC)[12,13,14,15,16]. Here we aim to investigate the role and activity of Lam and Kuk within the midgut of adult *Drosophila* flies.

The midgut has a simple morphological organization containing five major cell types: intestinal stem cells (ISC) [17,18], enteroblasts (EB), absorbtive enterocytes (EC), secretory enteroendocrine cells (EE), and visceral muscle cells (Fig. 1A). These five cell types can be genetically and histologically distinguished [15,16,19,20] Additional cell types are found in the copper cell region of the midgut, which we do not consider in this study. Under laboratory conditions, the midgut tissue in females turns over within about two weeks. The levels of proliferation is low with a few mitotic events per gut [21]. The midgut displays a high capacity of regeneration. It quickly responds to infection or damage by a strong ISC proliferation with an up to 10x higher mitotic index and rapid tissue turnover [18].

**Figure 1.**
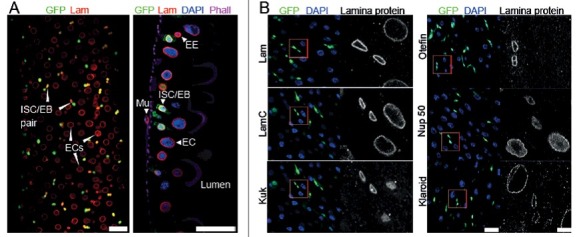
Expression of lamina proteins in the midgut. (A) Fixed adult midguts stained for GFP, Lam, DNA and F-actin. Color coding as indicated. Surface view and sagittal section. Intestinal stem cells (ISC) and enteroblast (EB) were genetically labelled by esg-GAL4 driven expression of GFP (green). Enterocytes (EC), enteroendocrine cell (EE), viceral muscle cell (Mu). Scale bars 25 μm. (B) Fixed midguts stained for indicated proteins of the nuclear envelope (gray), ISC/EBs (green), DNA (blue). Asterics: Nucleoplasmic Kuk staining in EC is unspecific as it is also observed in *kuk* deficient flies. (Fig. S1). Scale bars 25 μm, 5 *µ*m, inset in 4x magnification.

ISC proliferation is regulated by a set of signaling pathways. ECs and EBs promote ISC division by secretion of cytokines or mitogens, which induce Jak/Stat, EGFR/Ras/MAPK, Hippo and Wg/Wnt signaling in the ISCs [21,22,23,24,25]. Visceral muscle cells induce canonical Wnt, Jak/Stat and EGFR signaling to promote stem cell maintenance over a longer time span and insulin signaling in response to food uptake [19,26,27,28,29]. ISCs and enteroblasts often stay in close proximity and regulate their identity and proliferation by Delta/Notch signaling [15,16,20].

Here we investigate whether and how farnesylated proteins Lam and Kuk influence ISC proliferation in adult *Drosophila*. We found that overexpression of both Lam and Kuk strongly suppresses ISC proliferation during homeostasis and regeneration. Lam antagonizes the regulation of the cell cycle by suppressing Jak/Stat signaling on the level of transcription, as indicated by normalization of half of the Jak/Stat target genes in ISCs.

## Results

We first analyzed the dynamics of lamina proteins in the midgut of adult *Drosophila* [30,31,32]. Generally, B-type lamins are ubiquitously expressed, whereas A-type lamins are assumed to show cell type specific expression [10]. We stained fixed midguts with a panel of antibodies, specific for lamina proteins, to establish their dynamics during differentiation. ISC/EBs were marked by GFP, enterocytes recognized by cell size and polyploid nuclei. We found that Kuk and the LEM domain protein Otefin specifically marked ISC/EBs. Lam showed stronger staining in ISC/EBs than in ECs, whereas Lamin C (LamC) and the SUN domain protein Klaroid stained uniformly in both ISC/EBs and ECs. The staining for the nuclear pore protein Nup50 was slightly stronger in ECs as compared to ISC/EBs (Fig. 1B, S1).

### Lam and Kuk inhibit ISC proliferation

We reported previously that overexpression of Lam and Kuk in adult tissue such as muscle or fat body induces changes in nuclear morphology [8]. Here, we overexpressed Lam and Kuk in ISC/EBs and their progeny. For this, we employed a driver line (Esg-GAL4), which specifically expresses UAS transgenes in ISC/EBs. Expression in the progeny was induced by a flipout cassette. Expression and flipout was induced by a shift in temperature. Please see methods for experimental details [21]. As a measure for proliferation, we determined the relative size of marked clones. Consistent with previous work [21], the size of clones gradually increased until a full turnover was reached after about two weeks (Fig. 2A, S2). In contrast, clonal expansion was strongly inhibited by overexpression of Lam and Kuk. Lam overexpressing clones largely consisted of individual cells even after ten days. In the case of Kuk, small clones formed, consisting of a few cells. Immunostaining and western blots confirmed effective overexpression of Lam or Kuk within the clones (Fig. 2B, C, D and S3). The phenotype is specific for Lam and Kuk, as expression of a farnesylated variant of LamC (LamC-CaaX) did not affect clonal expansion (Fig. 2B). The suppression of proliferation by overexpression of Lam might be due to a loss of the stem cell character. To test this option, we overexpressed Lam exclusively in ISC/EBs and stained for Delta, which labels stem cells. Even after 15 days, we detected Delta staining in the small cells overexpressing Lam (Fig. 2E). These data indicate that the stem cell identity was maintained even after long term Lam overexpression.

**Figure 2.**
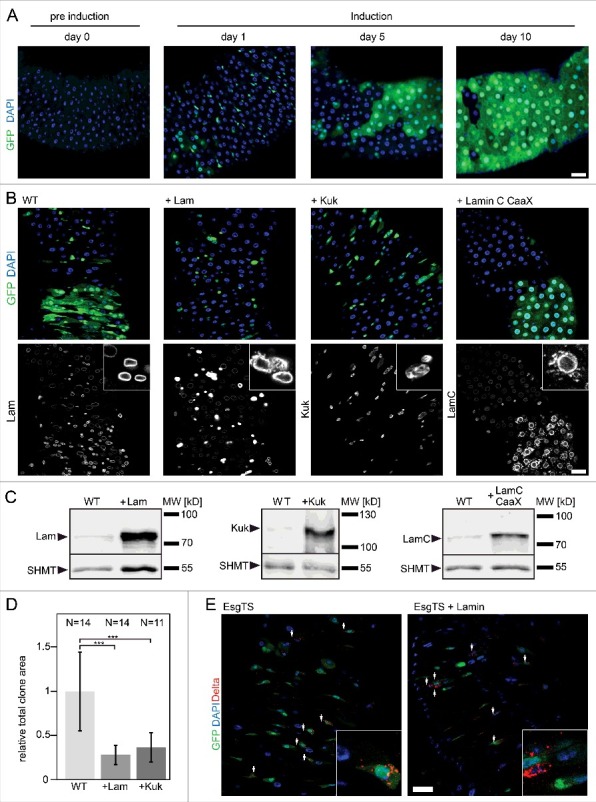
*Lam* overexpression inhibits ISC proliferation. (A, B) Flipout clones (green) in fixed adult midguts expressing GFP (A) or GFP and *Lam* or *kuk* or *LamC-CaaX* (B) stained for DNA (blue), GFP (green) and indicated lamina protein (grey). (A) Period after clone induction is indicated. (B) Five days after clone induction. The size of clones reflects proliferation during the period after clone induction. Inset, 3x magnification. (C) Expression levels of Lam, Kuk and LamC-CaaX analyzed by western blots with total gut extracts. SHMT serves as loading control. (D) Quantification of clone size expressing GFP (WT) Lam (+Lam) or Kugelkern (+Kuk). The area with GFP expression marking the clone(s) in relation to total gut area within the field of view. Five days after clone induction. Bars represent standard deviation. N, number of guts. Statistical significance was tested by students T-test, two tailed, two-sample unequal variance. P(WT vs. +Lam) = 3.6×10^−5^, P(WT vs. +Kuk) = 1.3×10^−4^. (E) Fixed midguts expressing GFP in ISC/EBs driven by Esg-GAL4 stained for GFP (green), DNA (blue) and the stem cell marker Delta (red). Expression was induced for 15 d. Arrowheads point to Delta and GFP positive cells. Insets 4x magnification. Scale bar 25 μm.

In addition to homeostatic conditions, we also tested proliferation during regeneration of the gut after bacterial infection. Feeding flies with pathogenic bacteria, such as *Ecc15*, induces a boost in ISC proliferation [18]. Following overexpression of Lam in ISC/EBs for eight days and short starvation, flies were fed with *Ecc15* bacteria (Fig. 3A). We measured the proliferative response by the mitotic index (Fig. 3B). Compared to control flies, which were fed by non-pathogenic laboratory stain, *E. coli* (DH5α), infection by *Ecc15* bacteria significantly increased proliferation. Comparable to homeostatic proliferation, overexpression of Lam reduced infection-induced proliferation to about half (Fig. 3C).

**Figure 3.**
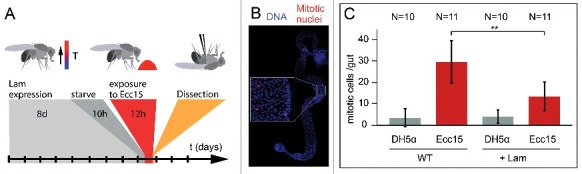
*Lam* overexpression inhibits pathogene induced proliferation. (A) Experimental scheme for *Lam* overexpression and *Ecc15* infection. (B) Fixed gut stained for the mitotic marker pH3 (phospho-S10-Histone 3, red) and DNA (blue). Inset, higher magnification showing mitotic nuclei. (C) Mitotic cells per gut. Guts from flies expressing GFP or GFP and *Lam* and infected with *E. coli* (DH5α) or pathogenic *Ecc15* were stained for the mitotic marker pH3. Bars represent standard deviation. N, sample size. Statistical significance was tested by Students T-test, two tailed, two-sample unequal variance. P(WT vs. *Lam*) = 9.2×10^−4^.

In summary, we found that overexpression of Lam or Kuk suppresses ISC proliferation under homeostatic as well as regenerative conditions. The induced inhibition of proliferation is specific as the LamC variant LamC-CaaX was not effective.

### Lam overexpression does not inhibit Notch/Delta induced proliferation

The activity of Lam may be due to specific modulation of the cell cycle, e.g. activation of a checkpoint and cell cycle stage-specific arrest. Alternatively, Lam may act indirectly by suppression of a proliferative signal. We scored the distribution of cell cycle stages, G1, S, G2 in the ISC/EB cells, employing the so-called FUCCI system [33] (Fig. 4A and B). A high proportion of a specific stage would indicate a specific arrest of the cell cycle. In control guts, about two thirds of ISC/EBs resided in G2 phase and one third in G1 phase. The proportion of ISC/EBs in S phase was low, which is consistent with the low proliferation rate during homeostasis (Fig. 4C). Following *Ecc15* infection, the proportions of G1, G2 and S-phase were not obviously changed. Overexpression of Lam in ISC/EBs also had no obvious influence on stage distribution under homeostatic conditions and following *Ecc15* infection. We observed a wide experimental variation, which may obscure potentially subtle effects. With this limitation we conclude that Lam overexpression does not induce a specific checkpoint or cell cycle arrest.

**Figure 4.**
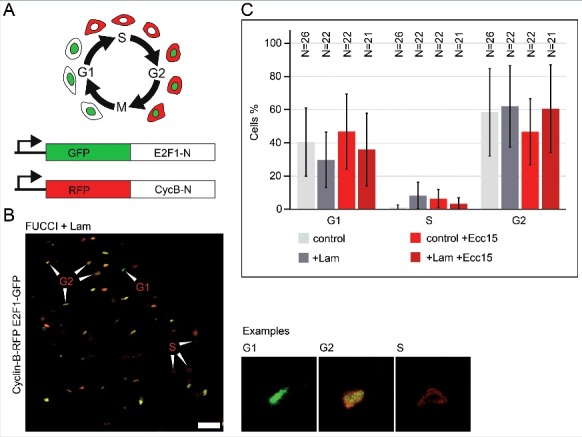
*Lam* overexpression does not change the distribution of the cell cycle stages. (A) Schematic of the FUCCI system. Labelling of G1, S and G2 phase by two reporter proteins (GFP-E2F1-N or RFP-Cyclin B-N). (B) Fixed midgut expressing FUCCI reporters in ISC/EBs. Arrowheads point to exemplary cells for G1, G2 or S phase. Examples shown in high magnification. Scale bar 25 μm. (C) Quantification of cell cycle stage distribution. Genotypes and infection as indicated. *Lam* was overexpressed in ISC/EBs with Esg-GAL4TS. N, sample size. Bars represent standard deviation.

To provide support for a specific regulatory function of Lam, we sought for a proliferative situation independent of Lam. Activation of the Notch/Delta pathway is a potent inducer of proliferation. Consistent with previous reports [20], we observed a tumor-like proliferation after expression of *Notch* dsRNA, as characterized by the size of clones and high number of small cells per clonal area (Fig. 5A, B and S4). This strong proliferation was not suppressed by coexpression of *Lam* and *Notch* dsRNA. Immuno-staining for Lam confirmed induced overexpression of Lam in clones (Fig. 5 A). We conclude that Lam overexpression is compatible with cell cycle progression as it does not inhibit the cell cycle in all circumstances. The data suggest that Lam does not directly target the cell cycle machinery but rather an upstream regulatory signal independent of Notch/Delta.

**Figure 5.**
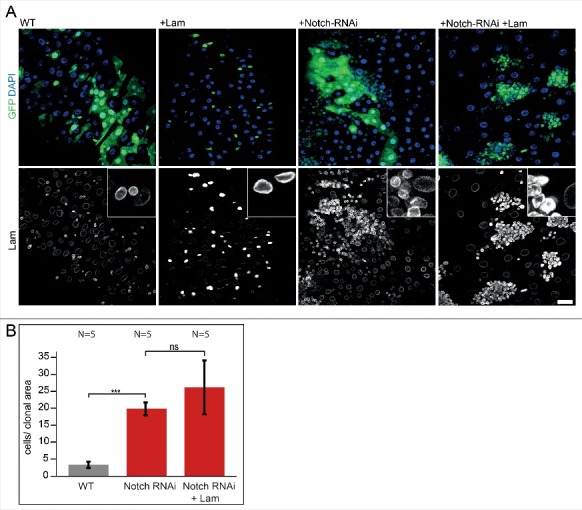
*Lam* overexpression does not inhibit *Notch/Delta* induced proliferation. (A) Fixed midguts with clonal expression of GFP (WT) or GFP and *Lam* and *Notch* RNAi as indicated (green, GFP) and stained for Lam (grey) and DNA (blue). Five days of induction time. Scale bar 25 μm. Insets, 4x magnification.(B) Quantification of clone size (cells per clonal area (μm^2^/1000). The area with GFP expression was related to the total gut area within the field of view. Five days after clone induction. Bars represent standard deviation. N, number of gut regions analyzed. Statistical significance was tested by students T-test, two tailed, two-sample unequal variance. P(WT vs. *Notch* RNAi) = 6.9×10^−8^, P(*Notch* RNAi vs. *Notch* RNAi +*Lam*) = 8×10^−2^.

### Lam and Kuk overexpression inhibits Jak/Stat induced proliferation

The Jak/Stat pathway is one of several pathways that transduce proliferative signals in the midgut. Jak/Stat signaling is induced by the cytokine Unpaired (Upd) and its receptor Domeless (Dome) and plays an essential role in controlling ISC proliferation and tissue turnover under homeostatic and regenerative conditions. We induced ISC proliferation by Upd expression in flipout clones and assessed proliferation by clone size. Consistent with previous reports [21], this led to complete tissue turnover in less than five days. Coexpression of Upd and Lam led to a strong suppression of proliferation, indicating a suppression of Jak/Stat signaling (Fig. 6A, B and S5). A corresponding phenotype was observed with coexpression of Upd and Kuk (Fig. 6B and Fig. S6).

**Figure 6.**
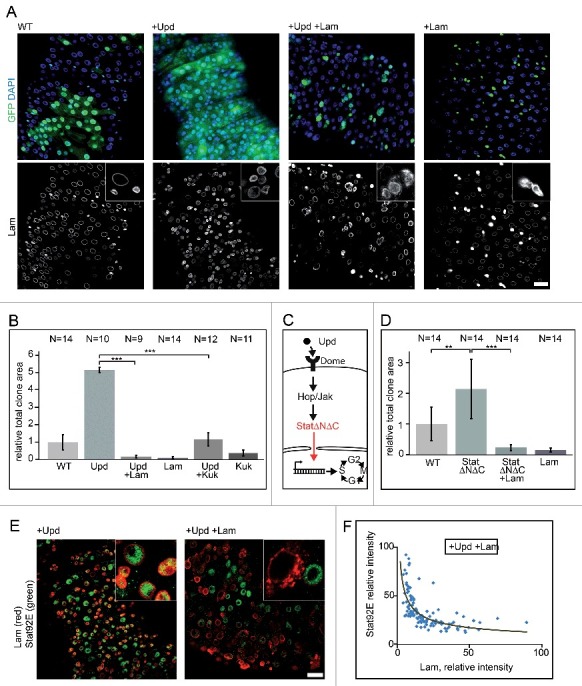
*Lam* and *kuk* overexpression inhibit *upd* induced proliferation. (A) Fixed guts with clonal expression of *unpaired* (*upd*) and *Lam* (+Lam) as indicated. Flipout clones (green, GFP), DNA (blue, DAPI), Lam (grey). Inset, 4x magnification. Five days of induction. (B, D) Quantification of clone size expressing GFP (WT), *Lam, upd* or *kuk*. The area with GFP expression marking the clone(s) in relation to total gut area within the field of view. Five days after clone induction. Bars represent standard deviation. N, number of guts. Statistical significance was tested by students T-test, two tailed, two-sample unequal variance. P(*upd* vs. *upd* +*Lam*) = 7.4×10^−20^, P(*upd* vs. *upd* +*kuk*) = 9.5×10^−16^, P(WT vs. StatΔNΔC) = 1,9×10^−3^, P(StatΔNΔC vs StatΔNΔC +*Lam*) = 1,2×10^−5^ (C) Scheme of the Jak/Stat pathway with constitutive induction at the level of Stat by expression of StatΔNΔC. (E, F) Midguts with flipout clones expressing *upd* or *upd*+*Lam* were fixed and stained for Stat (green) and Lam (red). Inset, 4x magnification. Five days of induction. (F) Fluorescence intensities of Stat and Lam staining in clonal cells plotted against each other. Linear regression yields a reciprocal correlation of y = 123.16x^−0.506^. Scale bars 25 μm.

Lam may curb Jak/Stat signaling on multiple levels. It may have a direct effect on signaling by interfering with nuclear import of activated Stat, activation of Stat by Jak or impair the transcriptional activity of Stat. Alternatively, Lam may interfere indirectly by signal-independent effects on expression levels of Stat or Jak, for example. We tested whether Lam interferes with Jak/Stat signaling upstream or downstream of Stat in genetic terms. We expressed a constitutively activated form of Stat, StatΔNΔC [34], which does not depend on upstream activation for its downstream function (Fig. 6C) and scored the effect on proliferation by relative total clonal area. We found a moderate but significant activation of proliferation by StatΔNΔC, which was suppressed by Lam coexpression (Fig. 6D). These data suggest that Lam interferes with Jak/Stat signaling on the same functional level or downstream of Stat.

Stat is generally regulated by phosphorylation and nuclear import [35]. We first stained midgut tissue with a Stat antibody recognizing both phosphorylated and unphosphorylated forms. We detected nuclear localization of total Stat in ISC/EBs and overlapping staining with endogenous Lam even following Upd expression (Fig. 6E). However, after Lam overexpression, the strong Stat staining was lost. We detected an almost exclusive distribution of either Stat or Lam staining. Quantification of both staining intensities showed an inverse relation, with high Lam levels associated with low Stat levels and vice versa (Fig. 6F).

Secondly, we used an antibody specific for the phosphorylated form of Stat, pStat. Comparable to total Stat, pStat staining showed an inverse relation with Lam staining after Upd and Lam coexpression (Fig. S7). In control guts, Stat and pStat positive cells occurred inside and outside of GFP clones without prevalence. Upon expression of Upd, we detected strong Stat and pStat staining. Staining levels outside of the clones were mixed. The situation was different after coexpression of Upd and Lam. Stat and pStat staining was low inside of the clones whereas normal outside (Fig. S7). These data suggest that Lam affects total Stat protein levels, possibly by a transcriptional or post-transcriptional mechanism.

### Lamin overexpression normalizes Upd induced transcriptional response

Given its localization at the nuclear envelope, a likely activity of Lam is on the level of transcription. To test this option, we established transcriptional profiles of sorted ISC/EBs with and without Upd and Lam overexpression. 

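RNA from sorted ISC/EBs of 4 genotypes was sequenced, with 3 biological replicates each. The driver EsgTS is active in ISC/EBs and is switched on by a shift in temperature. The control expressed only GFP, and the other genotypes expressed Lam, Upd, or Upd and Lam together (Upd+Lam). The sample labels give 5 days of expression at 29 °C and 100 guts per sample, and the paper gives 100 to 150 guts. The labels name total RNA as the material, and the paper's methods describe a selection of polyA RNA. The control genotype carried balancer chromosomes that the other genotypes did not carry. The authors deposited the number of reads counted on each of 15682 genes in each library, without normalization. Reads that aligned to several positions are listed as 0 in every library, so that the counts of genes with near-identical copies are uncertain. The aligner, the counting tool and the annotation are not named in the paper's text.

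The number of reads counted on genes was between 20612709 and 24472331 in the control libraries (median 23538558) and between 22897296 and 28347029 in the Lam libraries (median 26181721). It was between 19567990 and 34522487 in the Upd libraries (median 29372081) and between 14671206 and 39858063 in the Upd+Lam libraries (median 15304142). The 10 genes with the highest counts took between 7.49% and 8.82% of the counts of a library. Counts were normalized by edgeR's TMM method, and genes with low counts were left out by edgeR's filterByExpr function, which kept 9645 genes. All 12 libraries entered one model with a mean for each genotype. A gene was called changed when its log2 fold change was at least 1 in size and its adjusted p-value was under 0.05. The paper states the 2-fold threshold, and its text names no threshold for a p-value. Gene symbols and positions were taken from the Ensembl annotation of the BDGP6 genome, which holds 15002 of the 15682 gene identifiers. Counts of replicates differed by more than sampling noise in every pair of libraries of one genotype (chi-square per degree of freedom between 20.5 and 177.1), so that no library was counted as a copy of another.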

Following isolation, midgut tissue with GFP labeled ISC/EBs cells was dissociated and sorted by FACS. Immediately after sorting, RNA was isolated and subjected to next-generation sequencing (Fig. 7A). 

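In the Upd libraries, 219 genes were at least 2-fold higher and 379 genes were at least 2-fold lower than in the control (adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For 590 of these 598 genes (98.7%), all 3 Upd libraries lay on one side of all 3 control libraries in CPM, the TMM-normalized count scaled to a common library size. By fold change alone, 368 genes were higher and 601 genes were lower. A test against a 2-fold change in place of a test against no change left 33 genes up and 82 genes down, and without a fold threshold 829 genes were up and 838 genes were down. With each control and Upd library left out in turn, between 138 and 232 genes were up and between 248 and 588 genes were down. With the replicate number of the sample titles as a block, 202 genes were up and 352 genes were down. With the library number of the file names as a block, 212 genes were up and 409 genes were down. Neither number paired the libraries clearly. The deviations from the group means had a mean correlation of -0.024 between libraries with the same title number and 0.012 between libraries with different title numbers. For the library numbers the mean correlations were 0.074 and -0.037.

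The gene with the largest increase was upd1, the gene of the expressed ligand, with 449.7 ± 85.6 CPM (SD, n = 3) in the Upd libraries. Spn47C had a log2 fold change of 8.07 (standard error 1.03, adjusted p = 0.00114 from edgeR's quasi-likelihood test) and reached only 1.37 ± 0.599 CPM in the Upd libraries. For Ugt36F1 the log2 fold change was 7.47 (standard error 0.89, adjusted p = 4.15e-04 from the same edgeR test). The largest decreases were those of CG17192 with a log2 fold change of -8.15, Jon25Bii with -7.89 and CG12374 with -7.58. CG12374 had 2.91 ± 1.60 CPM in the Upd libraries and 570.9 ± 200.6 CPM in the control (SD, n = 3 each, adjusted p = 2.78e-05 from edgeR's test).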

We found that expression of Upd lead to an at least twofold upregulation of 224 transcripts and at least twofold downregulation of 374 transcripts (Fig. 7B, Fig. S8B). 

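In the Lam libraries, 717 genes were at least 2-fold higher and 1059 genes were at least 2-fold lower than in the control. For 1714 of these 1776 genes (96.5%), the 3 Lam libraries were separated from the 3 control libraries. Without the threshold on the adjusted p-value, 778 genes were up and 1282 genes were down. When the test was against a 2-fold change, 210 genes were up and 213 genes were down. With each library of these 2 genotypes left out in turn, between 652 and 830 genes were up and between 866 and 1038 genes were down. The block by title number gave 708 genes up and 1056 genes down, and the block by library number gave 723 genes up and 1087 genes down. With the mean level of the mitochondrial genes as a covariate, which was chosen after seeing the data, 197 genes were up and 92 genes were down. With this covariate shuffled within the genotypes, a median of 805 genes were changed (from 167 to 1844 in 50 shuffles). Part of this drop is therefore a loss of power.

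Or98a rose from 0 to 5.28 ± 0.408 CPM (SD, n = 3), a log2 fold change of 10.04 (standard error 0.94, adjusted p = 3.48e-05 from edgeR's quasi-likelihood test). Tektin-C rose from 0.249 ± 0.110 to 53.3 ± 6.81 CPM (SD, n = 3 each), with an adjusted p of 4.86e-09 from edgeR's test. lncRNA:CR43409 had a log2 fold change of 7.59 at only 0.962 CPM in the Lam libraries. The genes with the largest decreases were the mitochondrial genes mt:ND1, mt:ND2 and mt:ND5, with log2 fold changes of -10.88, -10.03 and -8.12. These genes also varied widely between libraries of one genotype, mt:ND1 from 0.147 to 103.5 CPM among the 3 Upd libraries.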

Overexpression of Lam lead to the downregulation of 1027 transcripts and upregulation of 673 transcripts (Fig. S8B). To identify a specific effect of Lam on the target genes of Upd/Jak/Stat signaling, we asked which Jak/Stat target genes would be changed by coexpression of Lam.

**Figure 7.**
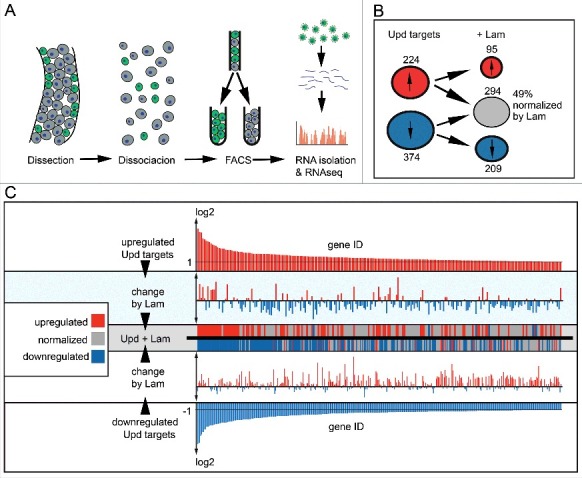
*Lam* overexpression normalizes expression of Jak/Stat target genes. (A) Experimental scheme for ISC/EB specific transcriptome analysis. Successful Lam overexpression in ISC/EBs was confirmed by significantly increased nuclear Lam immunofluorescence (Fig S8A). (B) Number of *upd* induced up- (red) and downregulated (blue) transcripts with (+*Lam*) or without *Lam* overexpression in ISC/EBs. (C) Change of *upd* target transcripts by *Lam* overexpression. Upper and lower panel show upregulated (red) and downregulated (blue) *upd* target genes sorted by changes in expression level. Middle panels show changes of each target gene upon *Lam* overexpression. Red indicates upregulation (higher than twofold), blue downregulation (lower then twofold) and gray return to normal expression (normalization).

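Of the 598 genes changed by Upd, 226 (37.79%) had a log2 fold change between -1 and 1 in the Upd+Lam libraries against the control. These were 106 of the 219 upregulated genes (48.4%) and 120 of the 379 downregulated genes (31.7%). Another 106 genes stayed up and 222 genes stayed down at least 2-fold, and 44 genes were past the threshold in the opposite direction. Counted together, 45.15% of the genes were no longer past the threshold in the direction of the change by Upd. Scored in single libraries against the mean of the control, 39.4% ± 2.1 (SD, n = 3) of the 598 genes were within 2-fold in Upd+Lam libraries, and 13.6% ± 8.2 (SD, n = 3) in Upd libraries. Among the normalized genes, 57 had a log2 fold change within 0.25 of the threshold, and 27 still differed from the control in the direction of the change by Upd (adjusted p-value under 0.05 in edgeR's quasi-likelihood test).

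The share was 36.1% with a replicate block by title number and 37.2% with a block by library number. It ranged from 31.11% to 39.22% with each control, Upd and Upd+Lam library left out in turn. With a threshold of 1.5-fold or 3-fold, for the change by Upd and for the return alike, it was 33.95% or 39.37%. Among the targets called with a test against a 2-fold change it was 10.43%. Since the target genes were chosen in the same libraries, the share was also computed with libraries held out. The targets were called without 1 control and 1 Upd library, and the libraries left out were scored. Over the 9 pairs of held-out libraries, 39.6% of the targets were within 2-fold of the held-out control in the Upd+Lam libraries and 30.6% in the held-out Upd library. The share was higher in Upd+Lam for 6 of the 9 pairs. For the other 3 pairs, Upd replicate 1 was the library held out.

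**Figure D1:**
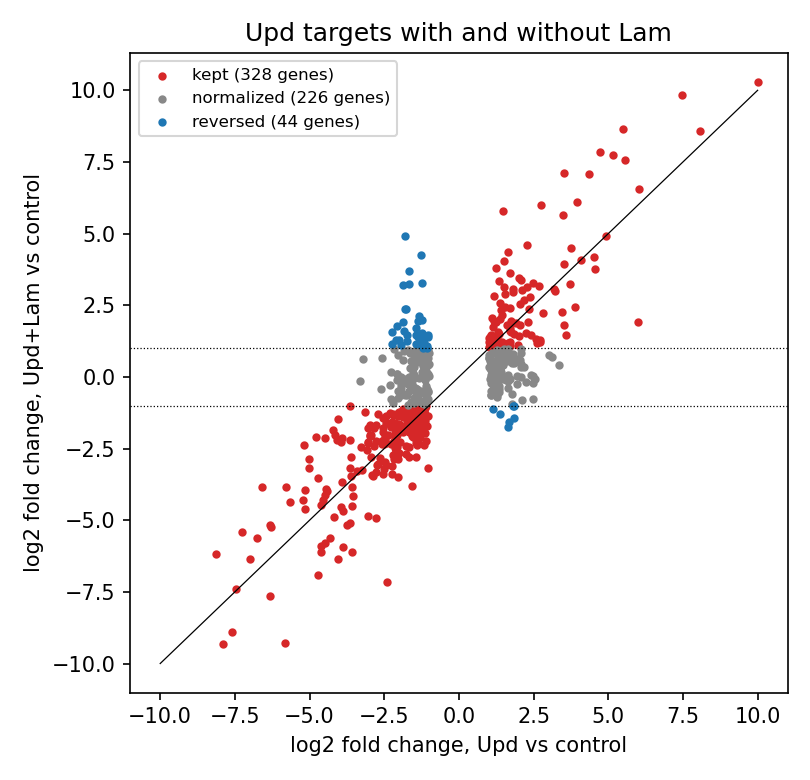
Log2 fold change of each of the 598 genes changed by Upd, in Upd against control (horizontal axis) and in Upd+Lam against control (vertical axis). Each point is a gene, dotted lines mark a 2-fold change in Upd+Lam, and the diagonal marks equal change: 226 genes lie between the dotted lines (gray), 328 genes stay past the threshold (red) and 44 genes are past it in the opposite direction (blue).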

Surprisingly about half of the Jak/Stat target genes were normalized to levels within the two-fold threshold (Fig. 7C, genes marked by gray). Normalization in this context refers to the return of up and downregulated transcripts to their original wild type levels. Sorting of the Jak/Stat target genes according to the degree of up- or downregulation shows, that both strong and weak target genes were normalized by Lam overexpression (Fig. 7C). 

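The upregulated target genes were sorted by their log2 fold change in Upd and divided into 4 groups. In the group with the largest changes (54 genes, log2 fold change 10 to 2.1), 20.4% of the genes were normalized in Upd+Lam. In the next group (55 genes, 2.09 to 1.55) 49.1% were normalized, and in the groups from 1.53 to 1.24 and from 1.24 to 1 the share was 61.8% each. Among the downregulated genes, 4.3% of the 94 genes with log2 fold changes from -8.15 to -2.51 were normalized. The shares in the weaker groups of 95 genes each were 28.4% (-2.5 to -1.68), 40% (-1.67 to -1.32) and 53.7% (-1.32 to -1.01). A weak target enters the fixed 2-fold range after a small change, and a strong target only after a large one. The lower shares of the stronger groups are thus partly built into the measure. They do not by themselves show that Lam acts differently on strong and weak targets.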

Only the very strong target genes as a class remained outside of the twofold threshold. 

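None of the 10 upregulated target genes with the largest log2 fold change in Upd (10 to 4.71) was normalized in Upd+Lam, and none of the top 20 (down to 3.53). The strongest of them is upd1 itself, which was expressed in both genotypes. The same held for the 10 downregulated genes with the largest changes (-8.15 to -6.33) and for the top 20 of them (up to -5.01). Among these 20 are the enterocyte markers Jon25Bii, Jon99Ciii, Jon25Bi, Jon99Cii and Jon65Ai and the enteroendocrine marker NPF. A varying number of other gut cells in the sorted fraction may therefore account for part of this retention.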

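Of the 219 genes upregulated by Upd, 7 were at least 2-fold lower than the control in the Upd+Lam libraries, and 4 of these had an adjusted p-value under 0.05 in that comparison (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest change was that of Tie. Tie had 22.2 ± 1.85 CPM in the control, 69.1 ± 14.5 CPM in Upd and 6.66 ± 0.856 CPM in Upd+Lam (SD, n = 3 each). Its log2 fold change against the control was 1.64 in Upd (adjusted p = 5.75e-04) and -1.74 in Upd+Lam (adjusted p = 1.07e-04, both from edgeR's test). The log2 fold change of pdm2 went from 1.39 to -1.30 and that of dysc from 1.13 to -1.12. In Lam alone these 3 genes had log2 fold changes of -1.73, -1.90 and -1.90.

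Reversal was more frequent among the genes downregulated by Upd. Of these 379 genes, 37 were at least 2-fold higher than the control in Upd+Lam, 36 of them with an adjusted p-value under 0.05. The largest increases were those of CG33494 (log2 fold change -1.82 in Upd and 4.92 in Upd+Lam), lncRNA:CR43989 (-1.26 and 4.26) and CG31279 (-1.67 and 3.68). These genes were near the floor in the control (1.56, 0.697 and 0.720 CPM) and in Upd (0.426, 0.296 and 0.212 CPM). In Lam alone their log2 fold changes were 2.77, 3.32 and 2.40. All 37 genes had a positive log2 fold change in Lam alone, so an increase with Lam occurred without Upd as well. The replicate block by title number gave 39 reversed genes and the block by library number gave 43, against 44 without a block. With single libraries left out, the number was between 36 and 63.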

In few cases, Lam even reverted upregulated transcripts of considerably high copy numbers to a level of significant downregulation. These data suggest that Lam has a distinctive, target specific, effect on the transcription profile of Jak/Stat target genes. It is therefore unlikely that Lam affects Stat levels by reduced nuclear import because this would result in an uniform normalization of all Jak/Stat targets.

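The change by Lam was also tested directly, by comparing the Upd+Lam libraries with the Upd libraries. Among the 598 target genes, 246 differed in the direction opposite to the change by Upd with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 96 of the upregulated and 150 of the downregulated genes. The 246 include the 44 reversed genes, 23 of which were farther from the control in Upd+Lam than in Upd, so that 223 were closer to it. Another 42 target genes differed in the direction of the change by Upd. Of the 226 normalized genes, 176 were among the 246. With a replicate block the number was 222 by title number and 253 by library number. The upregulated genes had a median log2 fold change of -0.62 in Upd+Lam against Upd, with percentiles 10 and 90 at -2.1 and 1.26, and 155 of the 219 genes were lower. The downregulated genes had a median of 0.70, with these percentiles at -0.73 and 2.58, and 271 of the 379 genes were higher. These counts and medians, and the interaction among the targets below, are favoured by the choice of the targets in the same Upd libraries. With targets called without 1 control and 1 Upd library, 64.8% of them changed against the direction of Upd from the held-out Upd library to Upd+Lam (from 50.2% to 73.9% over the 9 pairs), and 73.66% when scored against the Upd libraries used for the call.

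Whether the response to Upd differed with and without Lam was tested with an interaction term. It had an adjusted p-value under 0.05 for 206 of the 598 target genes (34.4%) and for 1637 of all genes tested. With the block by title number 1224 genes remained, and with the block by library number 1727. With the level of the mitochondrial genes as a covariate, an alternative chosen after seeing the data, 7 genes remained. With this covariate shuffled within the genotypes a median of 62 genes remained, and 15 of 50 shuffles left as few. Most of this drop is therefore a loss of power. In Lam alone, 260 of the target genes were changed at least 2-fold, 104 of them in the direction opposite to the change by Upd. From the return of strong and weak targets to the control level, the retention of very strong targets and the reversal of a few, the paper proposes that Lam acts on particular Jak/Stat targets rather than on all of them alike.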

Among the Jak/Stat target genes, whose expression was normalized by Lam coexpression was the Upd receptor Domeless (Dome). 

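The gene dome lies on chromosome X of BDGP6 from 19676061 to 19683518, on the minus strand. It encodes the receptor of Upd. Its level was 137.7 ± 42.2 CPM in the control and 354.1 ± 59.3 CPM in Upd (SD, n = 3 each). This corresponds to a log2 fold change of 1.36 (standard error 0.22, adjusted p = 0.00221 from edgeR's quasi-likelihood test) and to a 2.57-fold increase. All 3 Upd libraries were above all 3 control libraries (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change stayed between 1.15 and 1.59 with single libraries left out. It was 1.40 with a replicate block by title number and 1.36 with a block by library number.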

Dome is a Jak/Stat target with a 2.5-fold increased expression upon expression of Upd. 

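In the Upd+Lam libraries dome had 211.1 ± 24.6 CPM, and in the Lam libraries 171.3 ± 37.0 CPM (SD, n = 3 each). Against the control, the log2 fold change in Upd+Lam was 0.62 (standard error 0.22, adjusted p = 0.044 from edgeR's quasi-likelihood test), a 1.53-fold level. This call was close to the threshold. The adjusted p was 0.0315 with a replicate block by title number (log2 fold change 0.66) and 0.0679 with a block by library number (0.62), from the same edgeR test. In the fits that each left out 1 library the log2 fold change was between 0.41 and 0.85. Against Upd, dome was lower in Upd+Lam by a log2 fold change of -0.75 (standard error 0.22, adjusted p = 0.0198 from edgeR's test). Here the replicate blocks gave adjusted p-values of 0.0189 and 0.0353 at a log2 fold change of -0.74 in both. All 3 Upd+Lam libraries were below all 3 Upd libraries (exact permutation test, two-sided p = 0.1). In Lam alone the level did not differ from the control beyond the spread of the replicates (log2 fold change 0.32, adjusted p = 0.249 from edgeR's test). With the level of the mitochondrial genes as a covariate, added after seeing the data, the sign of this value changed (-0.26, adjusted p = 0.721 from edgeR's test).

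**Figure D2:**
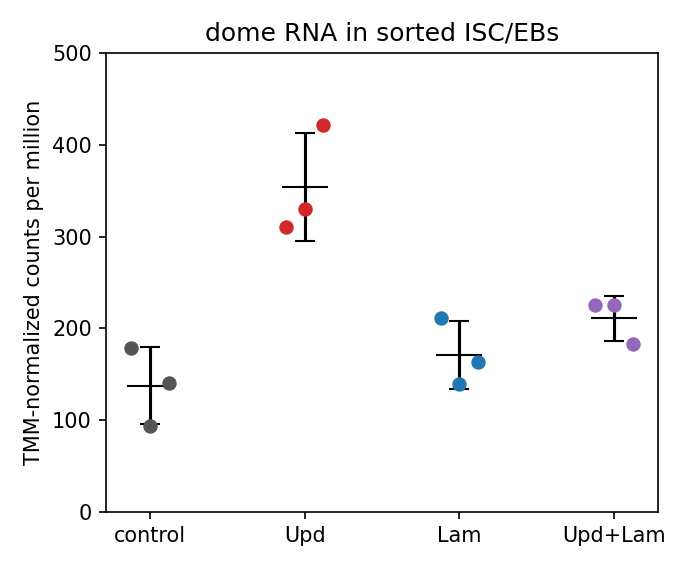
TMM-normalized CPM of dome in each library of the 4 genotypes. Points are single libraries (n = 3 per genotype), horizontal lines are means and error bars are SD: the Upd+Lam libraries lie between 182.8 and 225.8, and the Upd libraries between 310.5 and 421.5.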

Coexpression of Lam and Upd normalized Domeless expression to a factor of 1.49 (Fig. S8C). In summary, our transcriptional analysis indicates that Lam might act as a normalizing, rather than outright inhibiting factor on Jak/Stat signaling. The normalized levels of Dome may contribute to the anti-proliferative effect of Lam.

Lam may normalize the transcription response to Jak/Stat signaling by recruiting parts of the genome to the nuclear periphery. It has been reported previously that Lam interacts with specific heterochromatin-rich regions of the chromosome, designated Lamina associated domains (LADs) [36]. LADs are associated with gene silencing and potential regulation of developmental genes [37,38]. To test an involvement of LADs in normalization of Jak/Stat targets, we asked how many of the normalized target genes fall into LADs. Of the genes downregulated by Lam, 337 were found in LADs (35,7%), while 606 were found outside of LADs (Fig: S8D and S8E). The proportion of genes in LADs was comparable for upregulated genes (35.1%) and for all *Drosophila* genes (39.5%). Thus, we did not detect any specific link of the genes normalized by Lam overexpression and their association to LADs.

### *Lam* null clones do not show altered proliferation

The overexpression of *Lam* and *kuk* in ISC/EBs revealed an anti-proliferative activity. To test whether *Lam* and *kuk* also have a function in homeostasis and regeneration of the midgut tissue, we analyzed loss-of-function situations. *kuk*-deficient homozygous flies are viable and fertile [7]. We did not observe any differences to wild type flies in the number of ISC/EBs cells, indicating that *kuk* is not required for ISC proliferation. In contrast to *kuk, Lam* is partly required for viability [39] Only few *Lam*-null mutant flies reach the adult stage [40]. To test for a function of *Lam* in ISC proliferation, we induced *Lam* clones marked by GFP within a wild type gut. As *Lam* null clones were induced only in some ISCs, the clonal cells were in competition with wild type cells. Clonal cells contained no or only low levels of Lam persisting from the mother cell, as demonstrated by immunostaining (Fig. S9A). Clone size did not differ noticeably between wild type and *Lam* null clones even after 15 days. This indicates that Lam has no essential function in homeostasis of the midgut, what may be due to functional redundancy with other lamina proteins. Similarly, we could not detect a function of Lam in regeneration following bacterial infection. Firstly, we did not observe a difference in clonal area following *Pseudomonas entomophila* infection five weeks after clone induction (Fig. S9B). Secondly, proliferation was comparable in *Lam* null clones and wild type guts following infection with *Ecc15* bacteria for 10 h as we did not detect a difference in the mitotic index (Fig. S9C). These experiments indicate, that Lam is not required for proliferation of ISCs in the midgut during homeostasis and regeneration.

### Discussion

Expression of farnesylated lamina proteins can cause ageing-associated phenotypes and progeroid diseases in humans and animal models. For instance, expression of permanently farnesylated Lam A (Lam Δ50/Progerin) causes the Hutchinson Gilford Progeria syndrome (HGPS), which strongly reduces life span and causes several cellular and physiological effects reminiscent of ageing [1,3]How the cellular effects translate into physiological phenotypes is unclear. It has been hypothesized that impairment of stem cells function might play a significant role. Expression of Prelamin A or Progerin in mice leads to reduced stem cell numbers [10,11]. However, the link between farnesylated proteins stem cell proliferation is not well understood. In this study, we investigated the activity of the farnesylated lamina proteins Lam and Kugelkern in *Drosophila* flies. We have previously shown that overexpression of Lam or Kuk elicits ageing associated phenotypes on cellular and organismal levels, including shortened life span [8]. We now employed this experimental system to analyze the activity of Lam and Kuk in the well characterized stem cells of the midgut in adult flies. Lamina proteins show a stereotypic dynamic during differentiation of ISC/EBs. Kuk and Lam staining is strong in ISC/EBs and low or absent in differentiated EC. The function of the is dynamics is unclear. We found that overexpression of *Lam* and *kuk* in ISC/EBs and in clones strongly suppressed ISC proliferation. We detected a suppression of ISC proliferation under two conditions. During homeostasis, proliferation is low with a few mitotic cells per gut and an overall tissue turnover of about two weeks. In contrast, proliferation is high during regeneration, which we induced by bacterial infection. Despite this clear activity, *Lam* and *kuk* are not required for ISC proliferation. This might be due to functional redundancy with *LamC* or other lamina proteins. Comparable to mice mutant for the B-type Lamin [41], *Drosophila* flies homozygous for a null mutation in *Lam* are able to reach the adult stage [40].

The molecular mechanism by which *Lam* and *kuk* overexpression inhibits cell cycle progression is unclear. It unlikely that Lam and Kuk directly affect the basic cell cycle machinery, such as by activation of a checkpoint, depletion of cyclin, upregulation of a cell cycle inhibitor or remodeling of the cell cycle mode. We employed the FUCCI system, to score the distribution of the cell cycle stages in ISC/EBs but did not detect a change following *Lam* overexpression. The proportions of ISC/EBs in G1 and G2 phases remained largely unchanged. This finding suggests that Lam does not activate a checkpoint or affect a component of the cell cycle machinery. Alternatively, Lam may excert a more regulatory influence on the cell cycle. Supporting this notion is our finding that *Lam* overexpression did not suppress *Notch/Delta* induced proliferation. Activation of *Notch/Delta*, e g. by *Notch* RNAi, leads to a continuous, tumor-like proliferation of the ISCs. This type of proliferation was still observed when *Lam* was overexpressed. This finding indicates that the cell cycle can progress even when Lam is overexpressed. We propose a model where Lam acts on one or several specific signaling pathways that regulate cell cycle progression.

Multiple signals are involved in control of ISC proliferation [18,42]. Among these pathways, we focused on the Jak/Stat pathway, which is induced by the cytokine Unpaired. The Jak/Stat pathway is active under homeostatic and regenerative conditions. In contrast to Notch/Delta induced proliferation, cytokine induced proliferation was fully suppressed by *Lam* overexpression. Lam may suppress Jak/Stat signaling in two ways. Firstly, we observe a downregulation of Stat protein in cells overexpressing *Lam*. As we do not observe an effect of Lam on the expression of Stat RNA, the downregulation of Stat protein may be due to reduced translation or increased degradation of Stat. 

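The RNA of Stat is that of the gene Stat92E, on chromosome 3R of BDGP6 from 20535323 to 20552311, on the minus strand. In the sorted ISC/EBs it had 585.0 ± 22.0 CPM in the control, 593.1 ± 99.7 CPM in Lam, 557.7 ± 38.5 CPM in Upd and 470.8 ± 6.53 CPM in Upd+Lam (SD, n = 3 each). The log2 fold change of Lam against the control was 0.02 (standard error 0.12, adjusted p = 0.899 from edgeR's quasi-likelihood test), and it was between -0.09 and 0.15 with single libraries left out. A replicate block by title number gave 0.01 and a block by library number 0.02. The sign of this value changed with library size only (-0.02), upper-quartile normalization (-0.05), a mean of at least 50 counts (-0.02) and an offset for exon length added after seeing the data (-0.24), with an adjusted p of 0.0835 or more from edgeR's test in each. Upd against the control had a log2 fold change of -0.07 (adjusted p = 0.729 from edgeR's test). The lowest level was that in Upd+Lam. Against the control its log2 fold change was -0.31 (adjusted p = 0.0497 from edgeR's test, 0.042 and 0.058 with the block by title number and by library number). Against Upd the log2 fold change was -0.24 (adjusted p = 0.118 from edgeR's test). All 3 Upd+Lam libraries were below all 3 Upd libraries and all 3 control libraries (exact permutation test, two-sided p = 0.1 for each comparison).

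**Figure D3:**
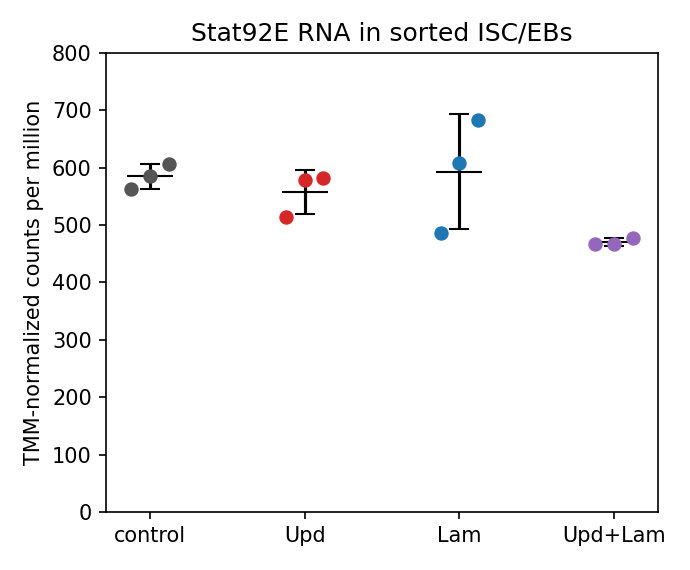
TMM-normalized CPM of Stat92E in each library of the 4 genotypes. Points are single libraries (n = 3 per genotype), horizontal lines are means and error bars are SD: the Lam libraries spread from 486.4 to 684 around the control libraries, and the Upd+Lam libraries lie between 466.7 and 478.3.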

Secondly, Lam modulates the transcriptional response of Jak/Stat signaling. Half of the Jak/Stat target genes in isolated ISC/EBs were normalized by concomitant Lam overexpression. Interestingly, among the Jak/Stat target genes that were normalized by Lam is the cytokine receptor Domeless. This suggests that among other effects, the missing upregulation of the cytokine receptor leads to a weakened sensitivity of ISCs for cytokine signals. Furthermore, our data further suggests that some Jak/Stat targets are affected more than others. This finding excludes models which involved global effects on Jak/Stat signaling upstream of the transcriptional response, e. g. inhibition of nuclear import of Stat.

We propose a model in that Lam overexpression inhibits ISC proliferation without depleting them. The effect of Lam overexpression is mediated in two ways. Lam reduces Stat protein levels posttranslationally and normalizes the expression of about half of the Jak/Stat target genes. Among the affected Jak/Stat targets is the Upd receptor Domeless. Reduction of Domeless leads to increased insensitivity of ISCs to Upd which further reduces proliferation (Fig. 8).

**Figure 8.**
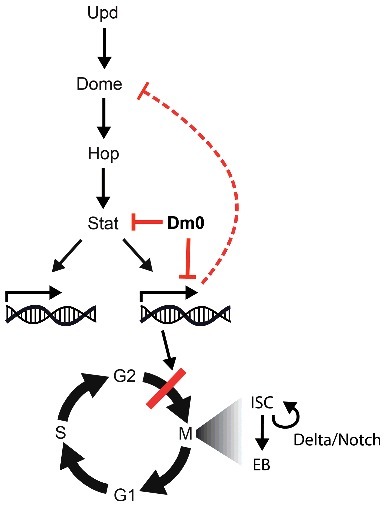
Model. *Lam* overexpression antagonizes Stat protein levels and normalizes Jak/Stat target gene expression, including normalization of *domeless* expression. As a consequence of reduced Jak/Stat signaling, and possibly other pathways, Notch/Delta independent proliferation regulation is suppressed.

## Materials and methods

### Genetics

Fly stocks were obtained from the *Drosophila* stock center in Bloomington, if not otherwise noted (Table 1). Genetic markers are described in Flybase [43] if not otherwise noted. OregonR was used as wild type. If not otherwise noted, adult female flies were analyzed 2–6 d after eclosion. Expression specific in ISC/EB cells was achieved with the Esg-GAL4TS driver line, which was crossed to a UASt transgene. Expression was controlled by temperature shift from room temperature to 29°C. The flies contained a temperature sensitive version of GAL80, GAL80TS, which binds and suppresses GAL4. At high temperature (29°C) GAL80TS is instable and thus allows activation of gene expression by GAL4 and corresponding activation of UAS target genes. Expression in ISC/EB and clones was achieved with a flip-out cassette (EsgTS;FO). Flipase expression induces mitotic recombination (flipout) of a stuffer sequence. This allows tubulin-GAL4 expression and corresponding activation of UAS target genes. Flipout clones were induced by permanent shift to 29°C for five days, if not otherwise noted. MARCM clones (positively marked loss of function clones) were induced by mitotic recombination of centromeric FRT site on the left arm of the second chromosome. Mitotic recombination was activated by heatshock activated expression of a flippase (shift to 37°C for one hour on three consecutive days).

### Cloning

Full length *kuk* cDNA was transferred as a NotI-EcoRI fragment from the plasmid pMT-Kuk to the pUASt. Transgenic flies were generated by standard P element mediated insertion into the genome. Insertions on the second or third chromosome were isolated.

### Histology

Following dissection from adult flies, complete guts were fixed in 0.2% Tween-20, 0.5% Nonidet P40, 8% formaldehyde, in phosphate buffered saline (PBS) for 40 min. After rinsing in PBS-T (PBS with 0,1% Tween), the fixed gut tissue was permeabilized in PBS with 0.5% Saponin and 0.5% Triton-X100 overnight. After rinsing with PBS-T and blocking with 5% bovine serum albumin in PBS-T for 40 min, the primary antibody (Table 2) diluted in PBS-T was applied at room temperature for two hours or at 4°C overnight. Following 3x rinsing with PBS-T and washing in PBS-T for 1 h, the secondary antibody was applied at room temperature for 2 h or at 4°C overnight. After rinsing 3x in PBS-T and washing in PBS-T for 1 h, the stained gut tissue was mounted on a glass slide in 47.5% glycerol, 47.5% PBS, 5% 1,4-diazabicyclo[2.2.2]octane (DABCO), covered with a cover slip and sealed with nail polish. Secondary antibodies were labelled with Alexa dyes and applied at a dilution of 1:500 (Invitrogene). F-actin was stained with Alexa-linked phalloidin (Invitrogene).

### Microscopy

About ten guts per genotype were imaged in parallel with the tile scan option with a EC Plan-Neofluar 10x/NA 0.3 objective on a laser scanning confocal microscope (LSM780, Zeiss). Images at high resolution were recorded images with a LCI Plan-Neofluar 63x/NA1.3 objective with water/glycerol immersion.

### Western blot

Expression in the mid gut was induced in enterocytes with the driver line myo1B-GALTS. After five days of induction, guts were dissected and immediately frozen and stored in liquid litrogen. The frozen guts were covered with 4x Laemmli buffer and incubated at 95°C for 10 min. For mechanical dispersion, the extracts were pipetted 30 times up and down, dissolving gut tissue and sheering genomic DNA. Extracts were subsequently incubated at 95°C for 5 min and briefly centrifuged. An equivalent of three guts was analyzed per lane by SDS polyacrylamide gelelectrophoresis. Loading was controlled the ubiquitously expressed enzyme serine hydroxymethyl transferase (SHMT), which is constitutively expressed in embryos [52].

Following antibodies were employed, Kuk (rabbit, 1:12500, [7]), SHMT (guinea pig, 1:7500 [52]), Lam (mouse, 1:750), LamC (mouse, 1:500). Western blots were developed with fluorescently labelled secondary antibodies (1:20000) and optical detection (Licor). 16 bit images were processed with Photoshop.

### Quantification of clones size

Relative clone size: Fiji [53] Threshold function was used to define GFP positive clones, then the whole midgut area was encircled with the lasso tool and the mean fluorescence measured. Measurements of all genotypes were displayed relative to the average clonal area of the control flies. Statistical values of respective genotypes were divided by WT values (WT represented by 1) to represent ratios of increase/decrease. Error bars signify standard deviation. Statistical significance was tested by students T-test, two tailed, two-sample unequal variance.

### Analysis of gene expression in ISC and enteroblasts

Four genotypes (1. EsgTS/CyO; Dr/TM3, 2. EsgTS; UAS-Lam/+ 3. EsgTS/Upd 4. EsgTS/Upd; UAS-Lam/+ were analyzed with three biological replicates. For each genotype, 3 × 100–150 guts were dissected. For dissection the last segments of the abdomen were pulled apart by micro-forceps, exposing the posterior midgut and hindgut. The front segments of the abdomen were pulled apart from the thorax to expose most of the anterior part of the midgut. The remaining anterior part of the midgut, together with foregut and crop, were pulled carefully out of the thorax. The crop and foregut was removed and the gut pulled through the anterior part of the abdomen. The malpighian tubules, hindgut, rectum and the posterior segments of the abdomen were removed and the midgut transferred to a 1.5 ml reaction vial, on ice, containing 400 *µ*l of PBS. Cells were dissociated by adding 100 *µ*l of Elastase solution to a final concentration of 0.8 mg/ml and incubation at 27°C for 1 h with gentle agitation every 15 min and 40 times pipetting up and down. After centrifugation at 600xg at 4°C for 10 min, the cells were suspended in 500 *µ*l PBS. Intestinal cells and enteroblasts were sorted by flow cytometry according to cell size and GFP fluorescence in the Scientific Flow Cytometry Facility. The escGAL driver induces GFP expression specifically in intestinal stem cells and enteroblasts. The dissociated gut tissue was applied to a 50 *µ*m cell-sieve, removing the large enterocytes and cellular debris. The remaining cells were sorted for granularity, excluding damaged or clumped cells, and GFP fluorescence. The typical yield was 600 ISC/EBs per gut. The cells were sorted directly into RNA extraction buffer from the PicoPure RNA isolation kit, with which RNA was isolated. Following incubation at 42°C for 1 h, 500 *µ*l 70% ethanol was added. The mixed solution was split in two samples and applied to two RNA extraction columns. The columns were centrifuged at 100×g for 2 min, and at 16000×g for 30 s. The flow-through was discarded. Columns were washed with 100 *µ*l Wash buffer 1 and centrifuged at 8000×g for 1 min. RNA was eluted with elution buffer. Samples of the two corresponding columns were pooled and frozen. Total polyA RNA was selected and subjected to library preparation for Illumina ”sequencing-by-synthesis” technology. Next generation sequencing and bioinformatics analysis was conducted by the transcriptome core laboratory. Clustering of RNAseq data was controlled by principle component analysis.

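A principal component analysis of log2 CPM was computed from the deposited counts of the genes kept by the filter. The first component held 41.1% of the variance, the second 24.1% and the third 13.1%. Pearson correlations of log2 CPM across genes were between 0.977 and 0.991 for the 12 pairs of libraries of one genotype (median 0.987). For the 54 pairs of libraries of different genotypes they were between 0.919 and 0.969 (median 0.949). Every pair within a genotype was therefore more similar than any pair between genotypes.

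**Figure D4:**
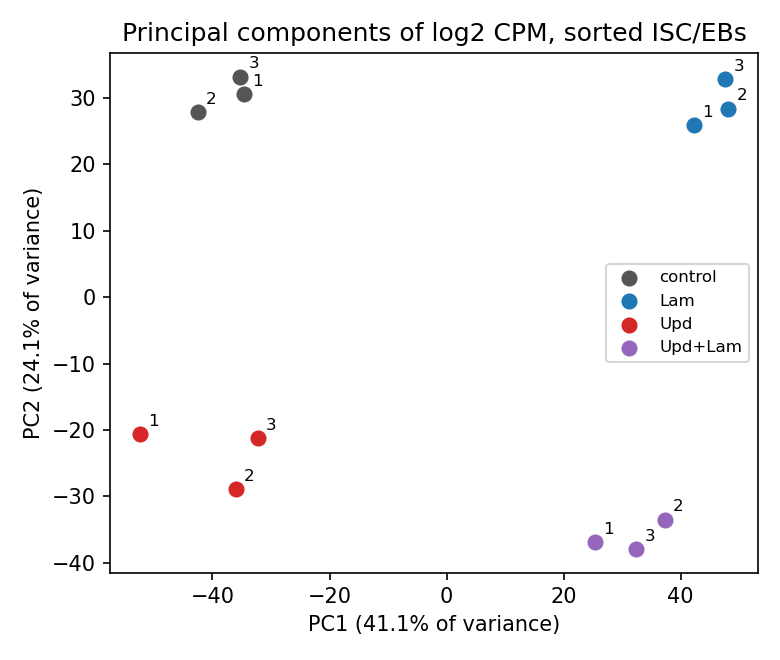
First and second principal component of log2 CPM for the 12 libraries. Each point is a library, labelled with its replicate number and coloured by genotype; the axes give the 41.1% and 24.1% of the variance that the components hold, and the 3 libraries of each genotype lie together.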

### Bacterial infection

100 ml LB-medium was inoculated with *Erwinia carotovora carotovora* (*Ecc15*), *Pseudomonas entomophila* (*P. e*.) or *E. coli* (DH5α) bacteria and incubated at 30°C, overnight. Cells were isolated by centrifugation (3466×g, 15 min), suspended in 5 ml PBS with 5% saccharose and mixed with the upper food layer of a small fly food vial (lacking the preservatives, propionic acid). To avoid flies sticking to the food, a piece of filter paper was placed into the vial without making contact to the food. Flies were starved without food and water for 6–10 h prior to transfer to the infection vial. After 12 h, flies were dissected in the infection vial. *P.e*. bacteria were tested for pathogenicity by spreading a diluted pellet sample on a agar plate with 1% skimmed milk powder. The plate was incubated for 24 h at 30°C. Pathogenic *P.e* colonies with proteolytic activity were distinguished by a clear area around the colony.

**Table 1.** *Drosophila* stocks used in this work.

Name	Genotype	Source	Reference
EsgTS	Esg-Gal4, tub-GAL80TS, UASt-nlsGFP	B. Edgar	[15]
EsgTS; FO	Esg-Gal4, tub-Gal80TS, UASt-nlsGFP; act>CD2>Gal4, UASt-flp	B. Edgar	[21]
Upd	UASt-Upd26.2	B. Edgar	[21]
Lam	UASt-Lamin	M. Krasnow	[44]
Upd; Lam	UASt-Upd26.2; UASt-Lamin	this work	
LamC-CaaX	UASt-LamC-CaaX	G. Krohne	[45]
MARCM	hsFLP,UASt-CD8-GFP; tub-Gal80FRT2L; tub-Gal4	Bloomington	FBst0042725
FRT2L	FRT2L	Bloomington	FBti0002071
LamD395	FRT2L::LamD395	Y. Zheng	[39, 46]
FUCCI	UASp-GFP-E2F1, UAS-mRFP1-NLS-CycB	Bloomington	[33] FBst0055100
FUCCI; Lam	UASp-GFP-E2F1, UAS-mRFP1-NLS-CycB; UASt-Lam	this work	
Kuk	UASt-Kugelkern	this work	
StatΔNΔC	UASt-Stat92EΔNΔC	E. Bach	[34]
StatΔNΔC; Lam	UASt-Stat92EΔNΔC; UASt-Lam	this work	
Notch RNAi	UASt-Notch RNAi	Vienna RNAi Centre	FBst0471876
MyoIA-GAL4	MyoIA-Gal4; tub-GAL80TS, UASt-nlsGFP	B. Edgar	[21]

**Table 2.** Primary antibodies.

Antibody	Dilution	Source	Ref.
mouse-α-Lam	1:250	H. Saumweber	[47]
mouse-α-LamC	1:250	Hybridoma Bank	AB 528339
rabbit-α-Kuk	1:1000	J.Großhans	[7]
guinea-pig-α-Lam C-terminus	1:250	G. Krohne	Raised against 415–622 aa residues
rabbit-α-Stat92E	1:1000	SX. Hou	[48]
mouse-α-pStat92E	1:2000	X. Lin	[49]
mouse-α-PH3	1:1000	Millipore-Upstate	Cat. # 05–806
guinea-pig-α-Otefin	1:750	G. Krohne	[50]
rat-α-Klaroid	1:750	M. Welte	[51]
rabbit-α-Nup50	1:10000	J. Großhans	[7]
mouse-α-Delta	1:25	Hybridoma Bank	AB 528194

## Supplementary Material

2017NUCLEUS0052R-s02.docx

## Data Availability

RNA seq data: GEO Submission number (GSE97307) [NCBI tracking system #18363487].

# Supplementary material for: Expression of lamina proteins Lamin and Kugelkern suppresses stem cell proliferation
**Source:** Nucleus. 2018 Jan 23;9(1):104–18. doi: 10.1080/19491034.2017.1412028
**Supplement:** 2017NUCLEUS0052R-s02.docx

**Supplemental materials**

**Expression of lamina proteins Lamin and Kugelkern suppresses stem cell proliferation**

Roman Petrovsky and Jörg Großhans

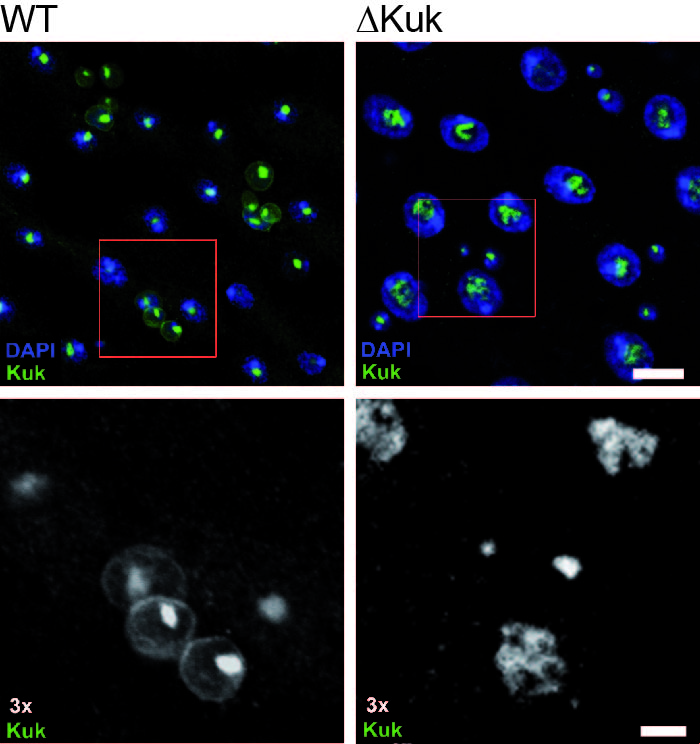

**Figure S1: Localization of Kuk in WT and Kuk deficient flies.**

Midguts OrR (WT) and Kuk∆15 (∆Kuk) stained for DNA (blue), Kuk (green, grey as indicated) Red square indicates 3 x enlarged section (lower panel). Scale bar: 10 *μ*m upper panel, 3 *μ*m lower panel. (Images from Dissertation, Roman Petrovsky “Role of the nuclear lamina for stem cell mediated homeostasis”)

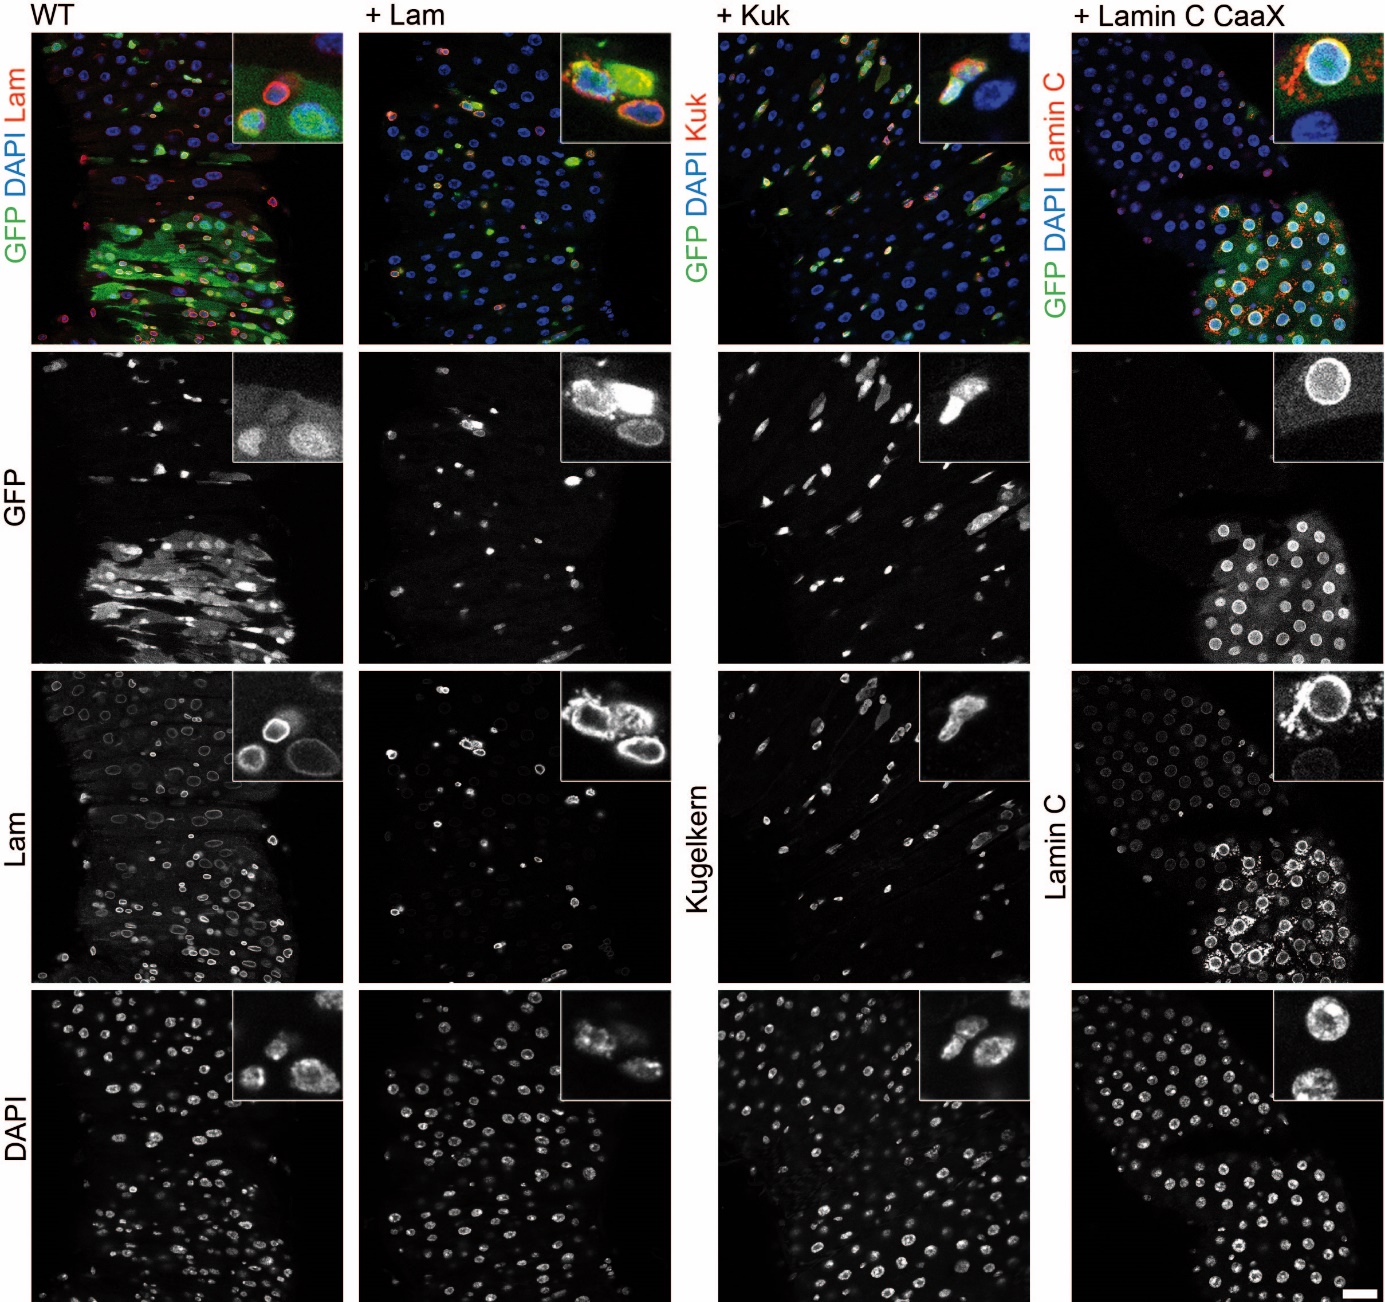

**Figure S2: *Lam* overexpression inhibits ISC proliferation.** Midguts with clonal expression of GFP or GFP and *Lam*, *Kuk* or *LamC-Caax* as indicated and stained for DNA (blue), GFP (green) and Lam, Kuk and LamC (red). Five days of clone induction. Insets, 4x magnification­­. Scale bar: 25 *μ*m

**:**

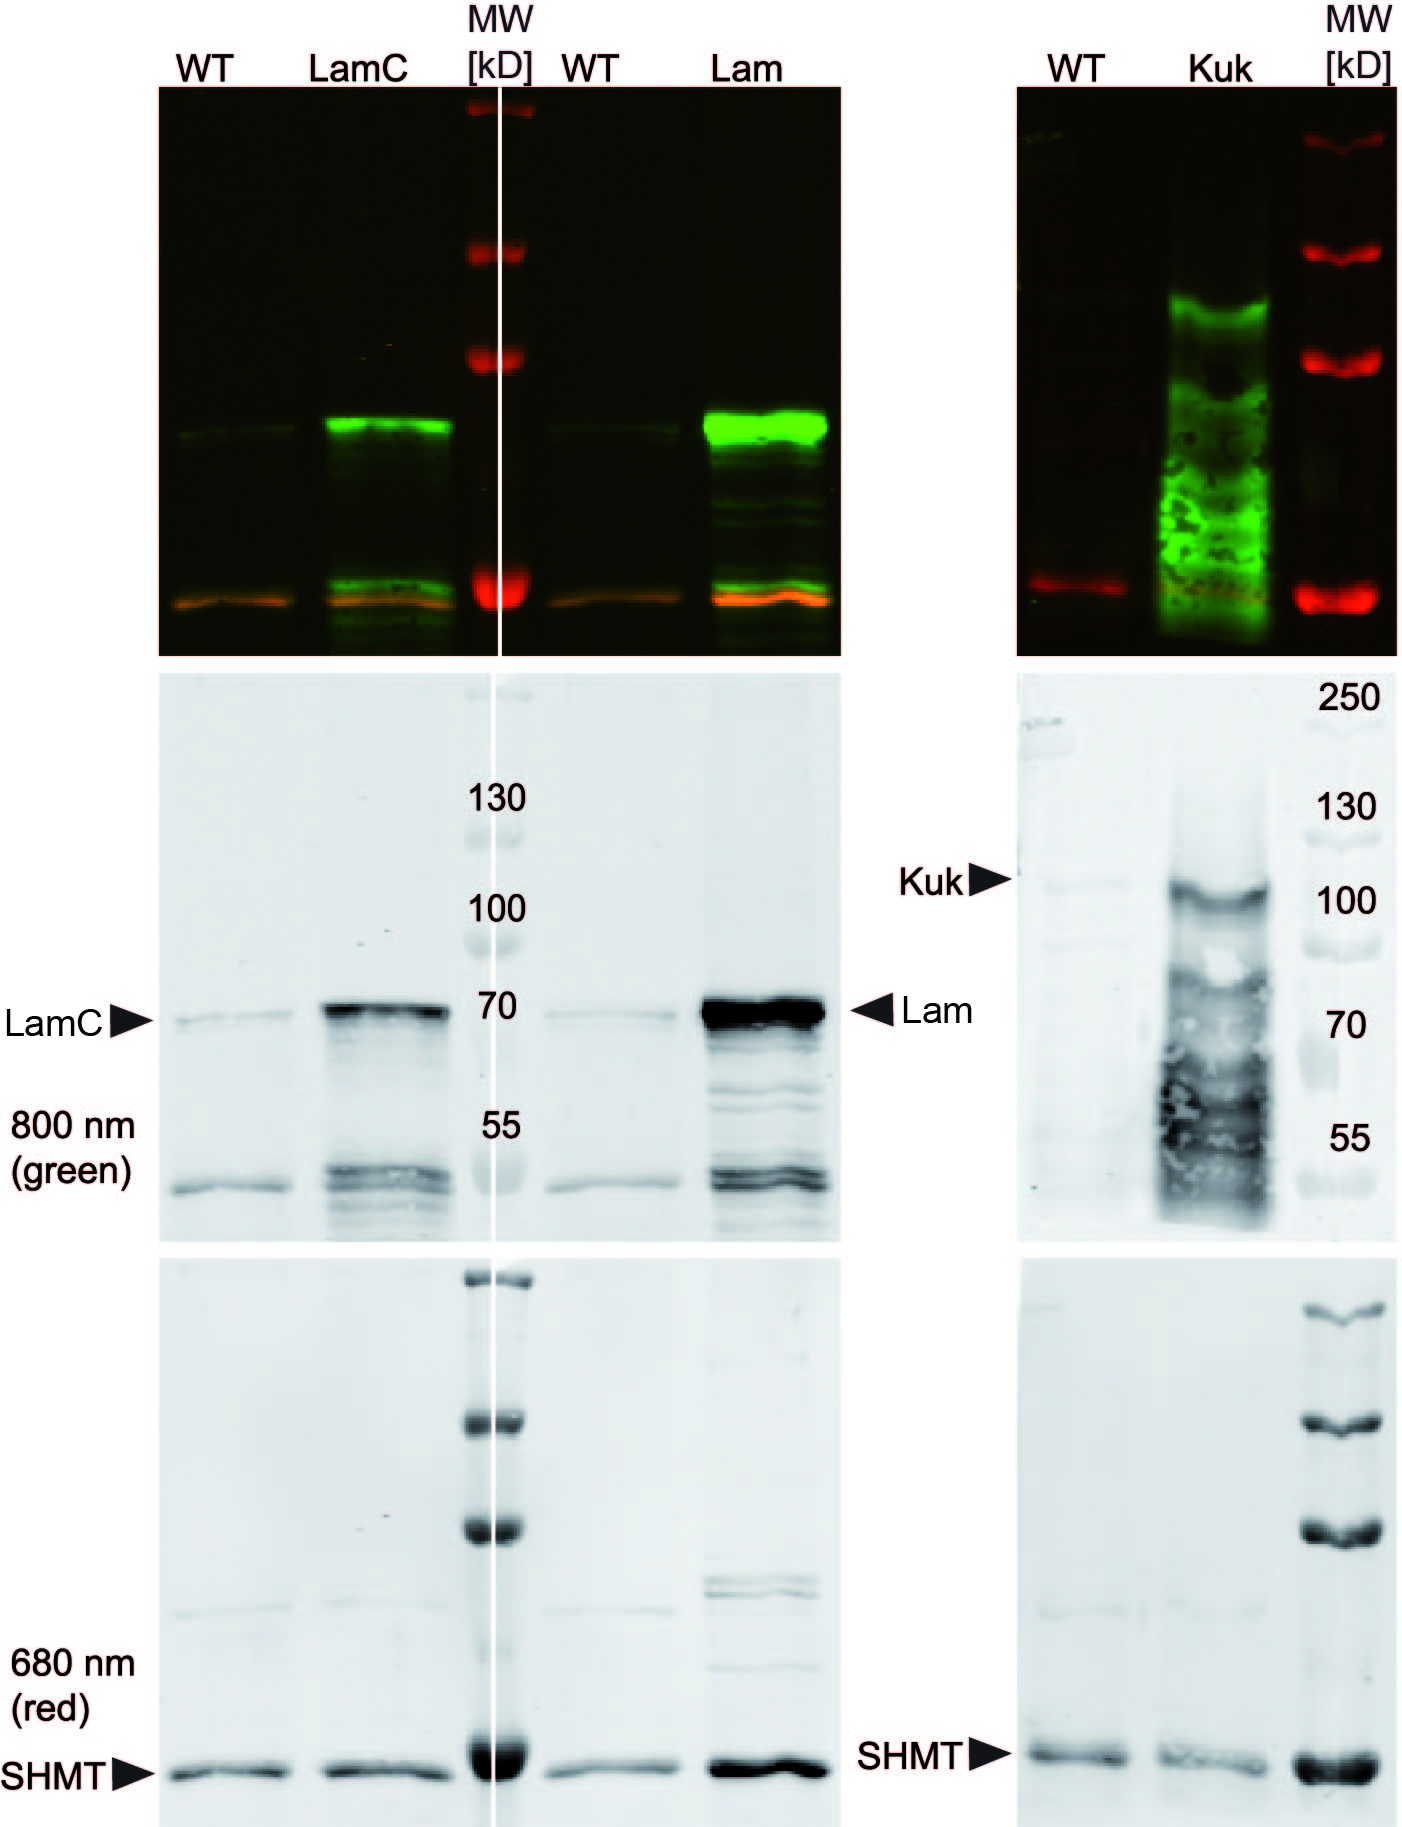

**Figure S3: Western blots of Lam, LamC and Kuk overexpression.**

LamC-CaaX, Lam and Kuk overexpressed for five days in ECs (MyoTS driver). Expression levels were analysed by western blots with total gut extracts. Kuk overexpression resulted in strong fragmentation possibly due to the fact that Kuk does not localize at the nuclear lamina in ECs. SHMT serves as loading control.

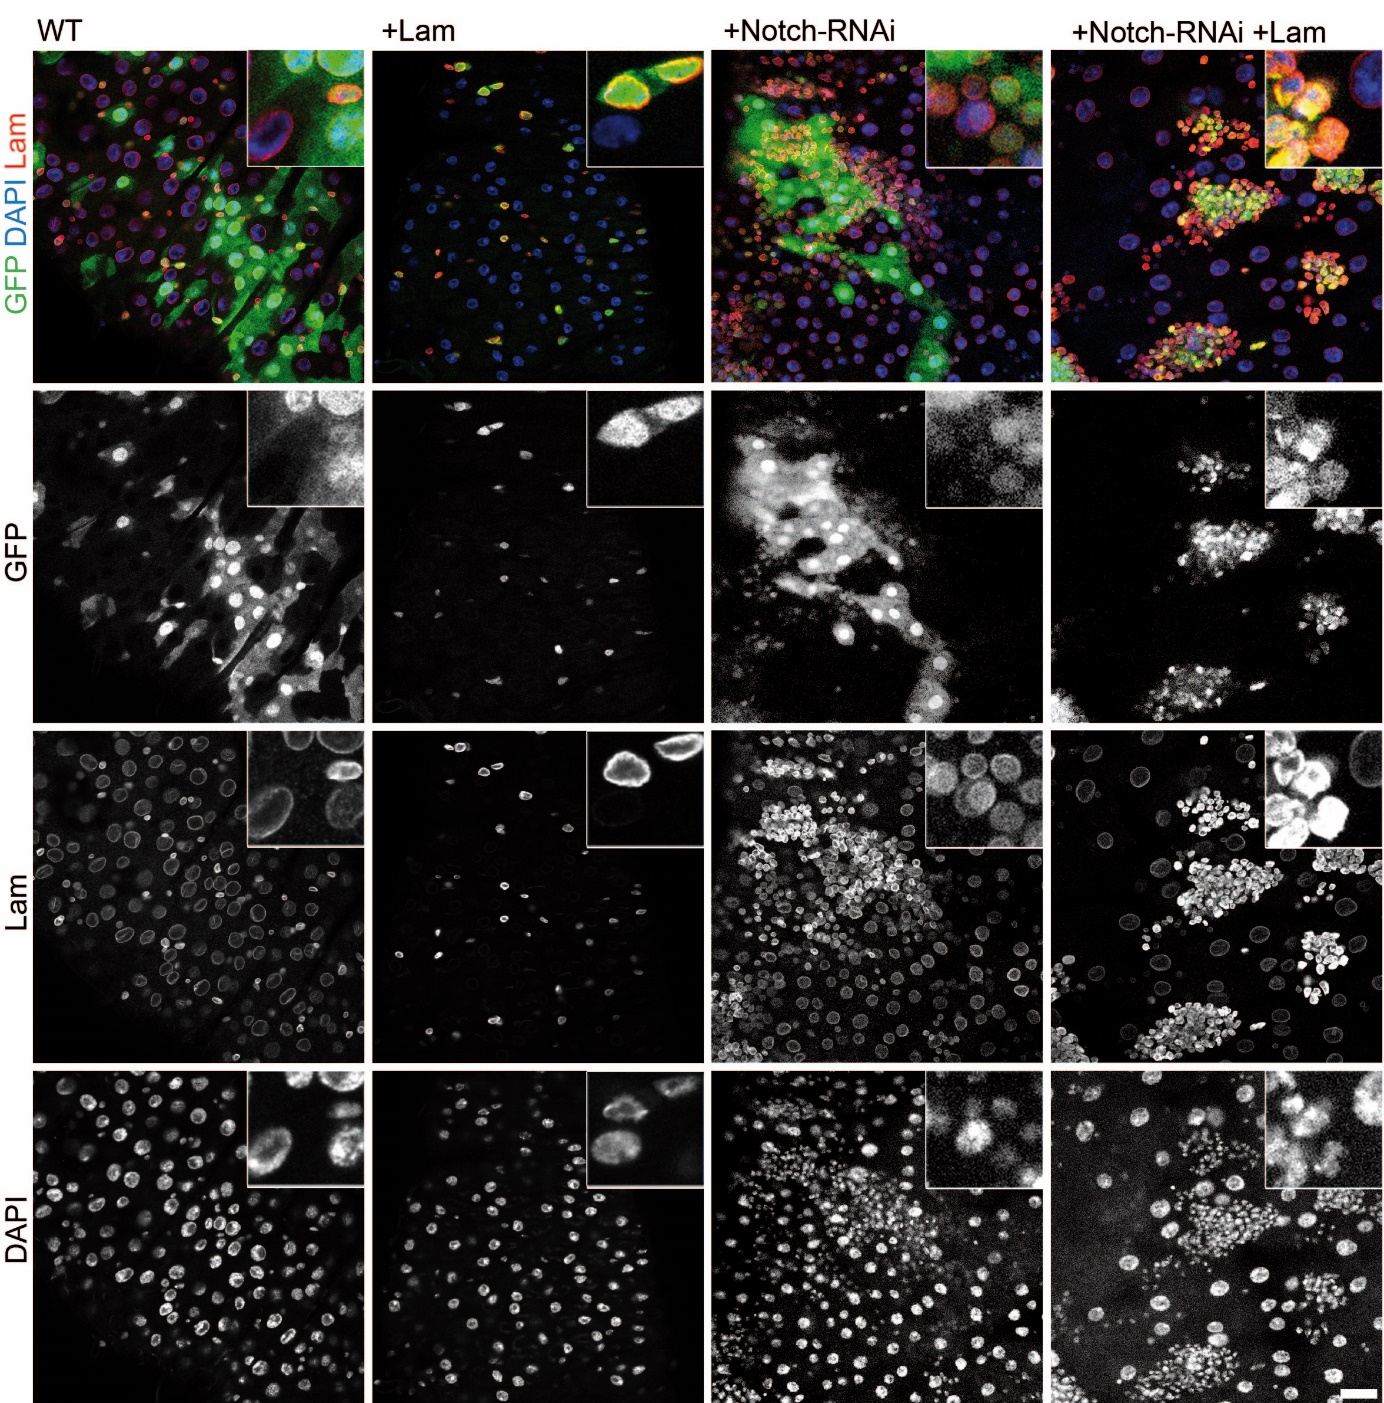

**Figure S4: *Lam* overexpression does not suppress *Notch/Delta* induced proliferation.** Midguts with clonal expression of GFP, *Lam* and *Notch* RNAi as indicated and stained for DNA (blue), Lam (red), GFP (green). Five days of clone induction. Insets, 4x magnification. Scale bar: 25 *μ*m

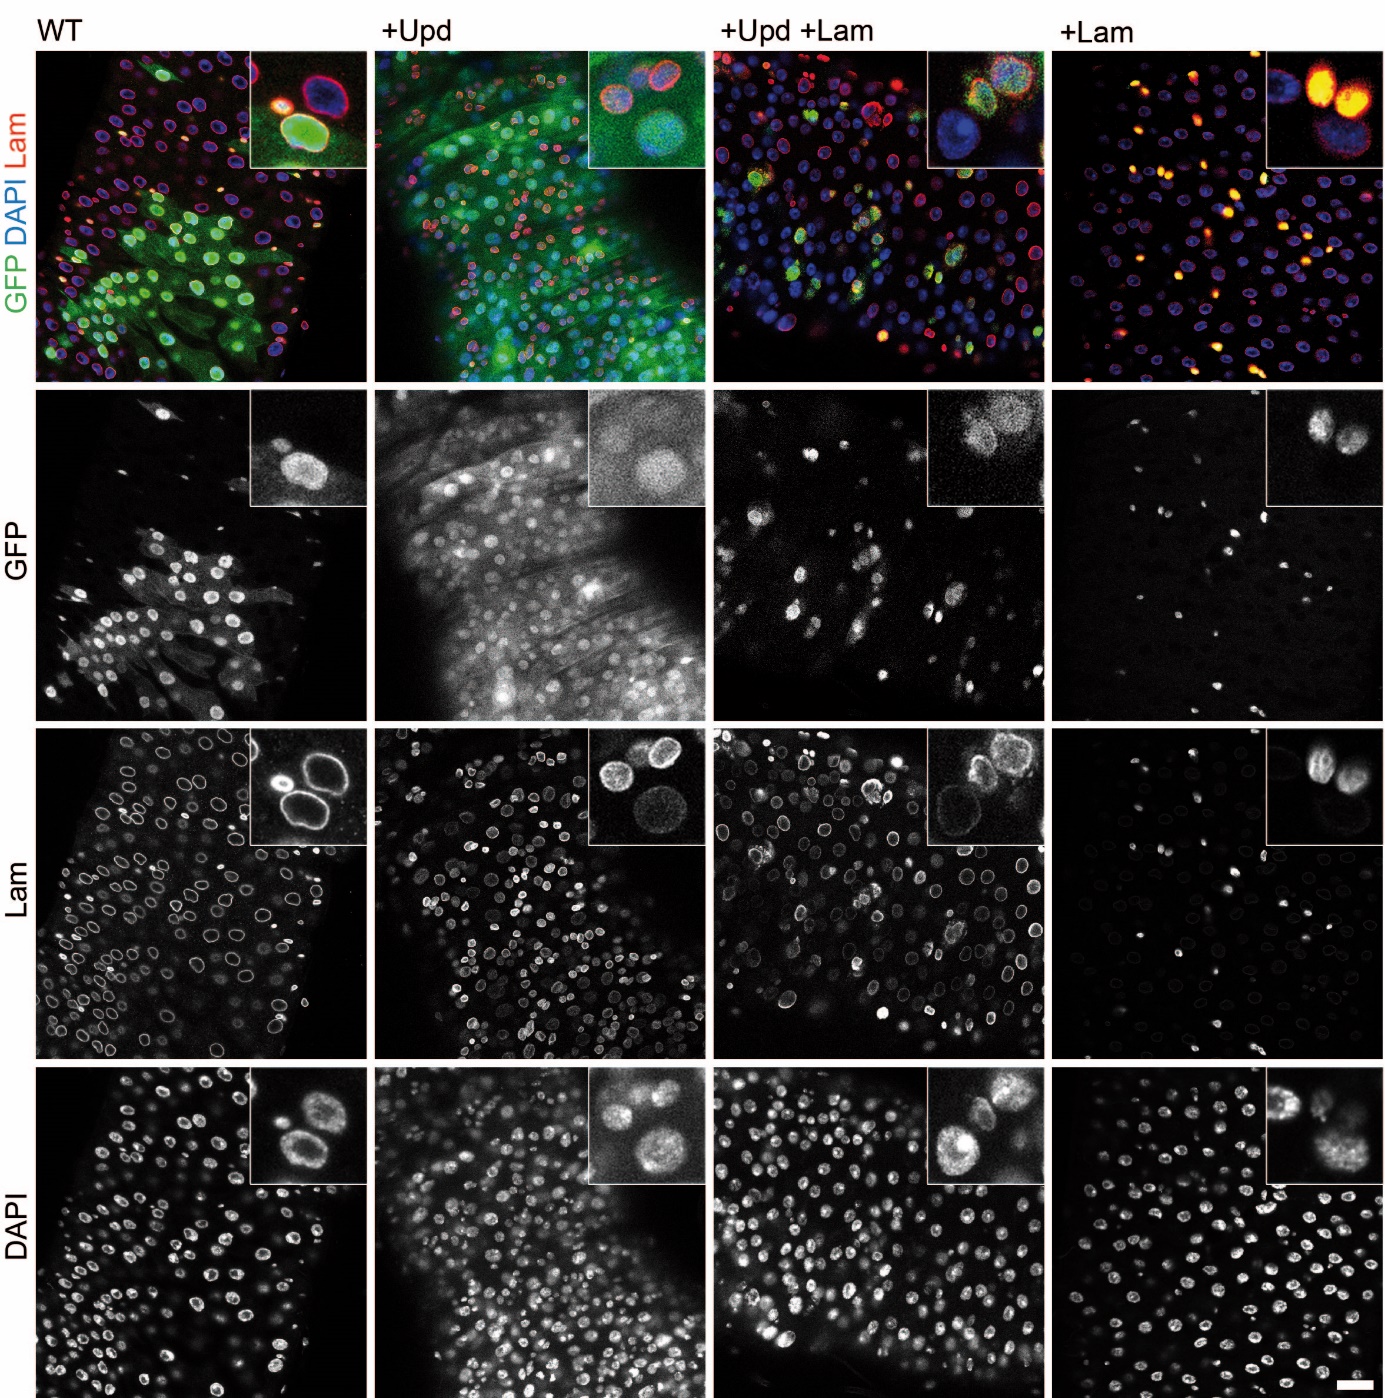

**Figure S5: *Lam* overexpression inhibits *Upd* induced proliferation.** Midguts with clonal expression of GFP, *Unpaired (Upd*) and *Lam* as indicated stained for GFP (green), DNA (blue), Lam (red). Single channels as indicated in greyscale. Insets, 4x magnification. Five days of clone induction. Scale bar: 25 *μ*m

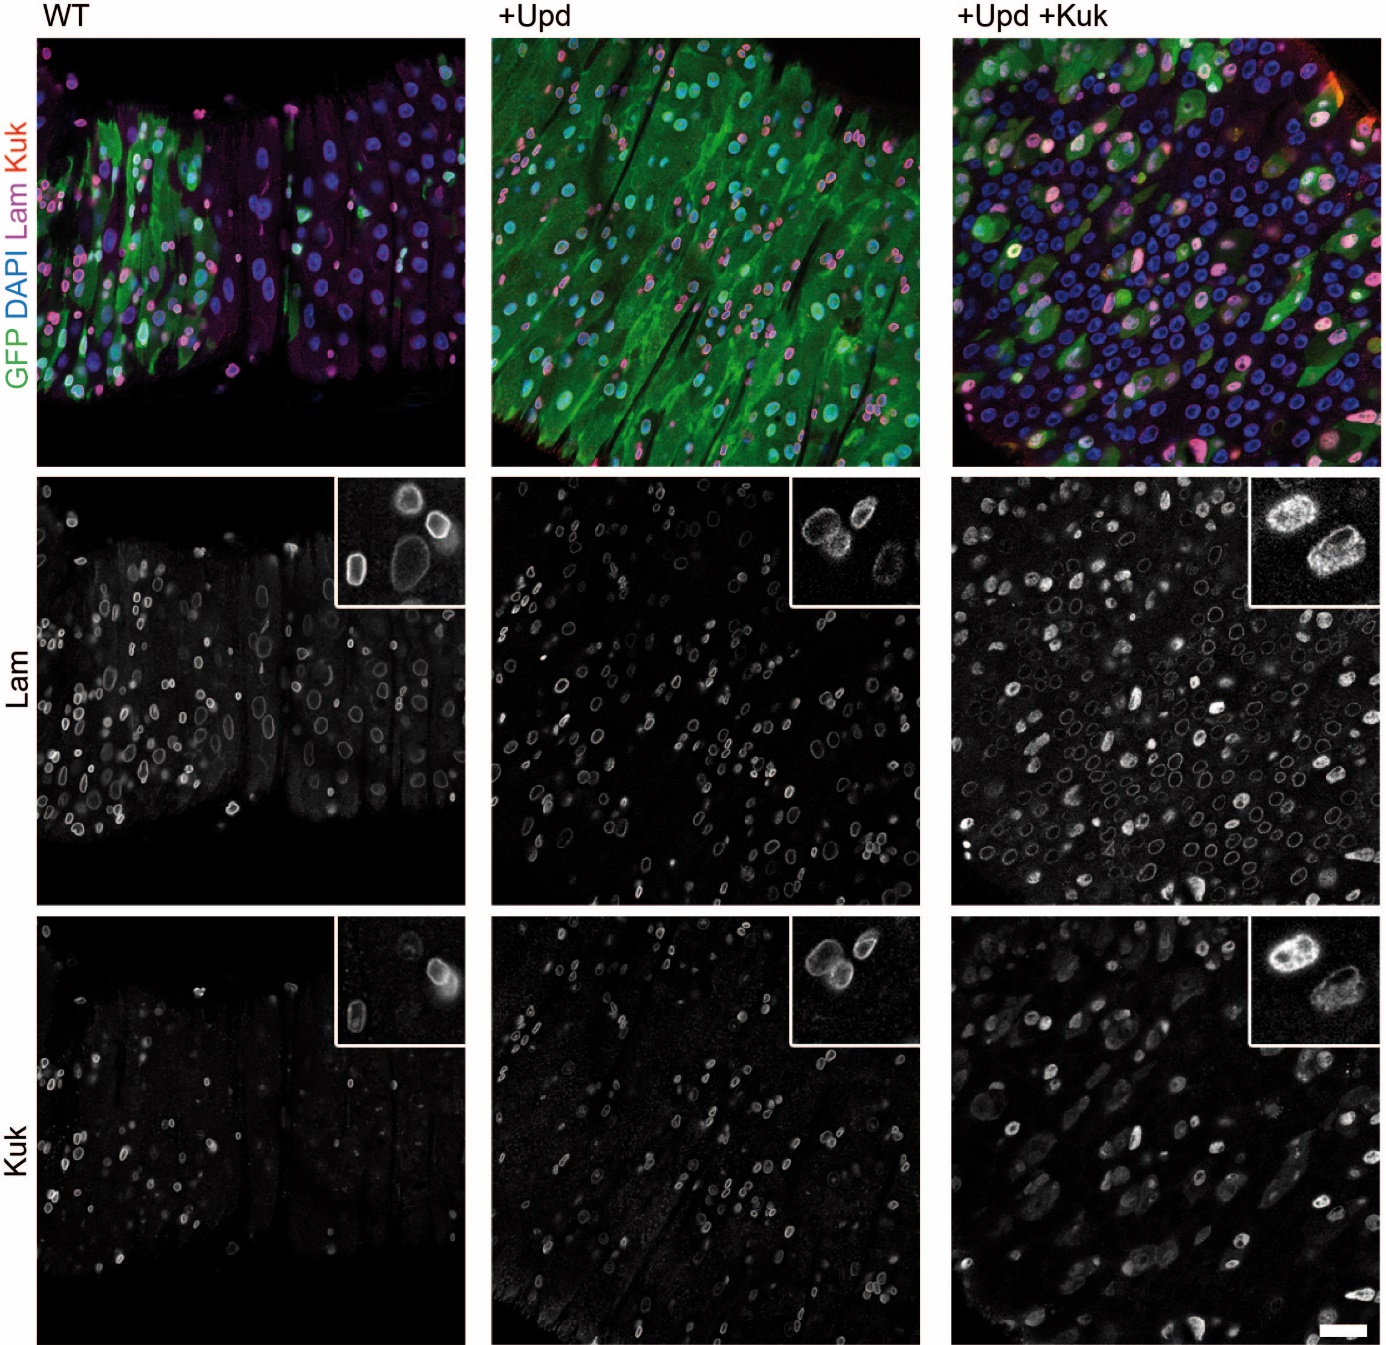

**Figure S6: *Kuk* overexpression curbs Jak/Stat induced proliferation.** ­­Midguts with clonal expression of GFP (WT), *Unpaired* (+*Upd*) and *Kuk* as indicated and stained for GFP (green), DNA (blue), Lam (purple, gray) and Kuk (gray). Single channels as indicated in grey scale. Five days of clone induction. Insets, 3x magnification. Scale bar: 25 *μ*m

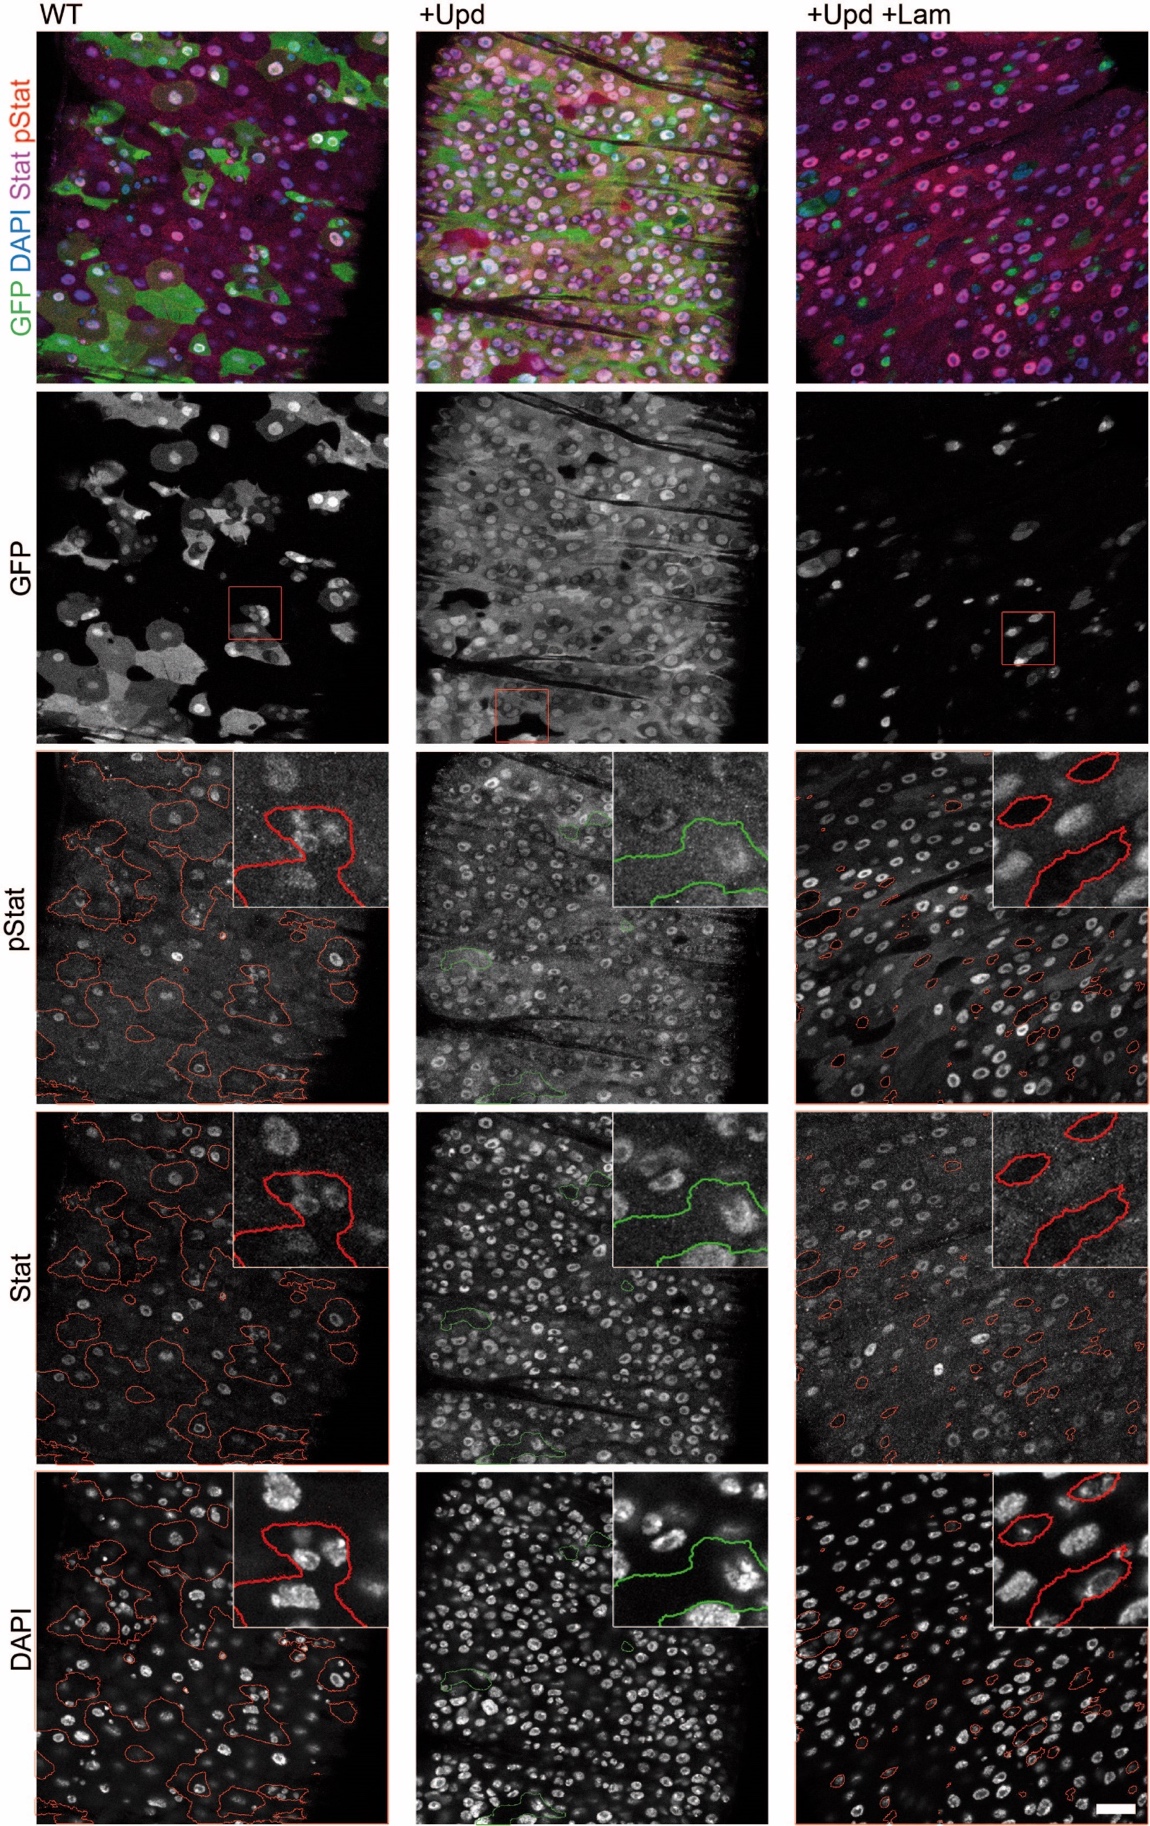

**Figure S7: *Lam* overexpression antagonizes Stat and pStat protein levels.** Midguts with clonal expression of GFP and *Upd* or *Lam* as indicated and stained for GFP (green), DNA (blue) phospho-Stat (red) and Stat (purple). Single channels as indicated in greyscale. Clonal area is marked by line in red. The line in green marks the non-clonal area in guts with clonal *Upd* expression. Five days of clone induction. Insets, 3x magnification. Scale bar: 25 *μ*m

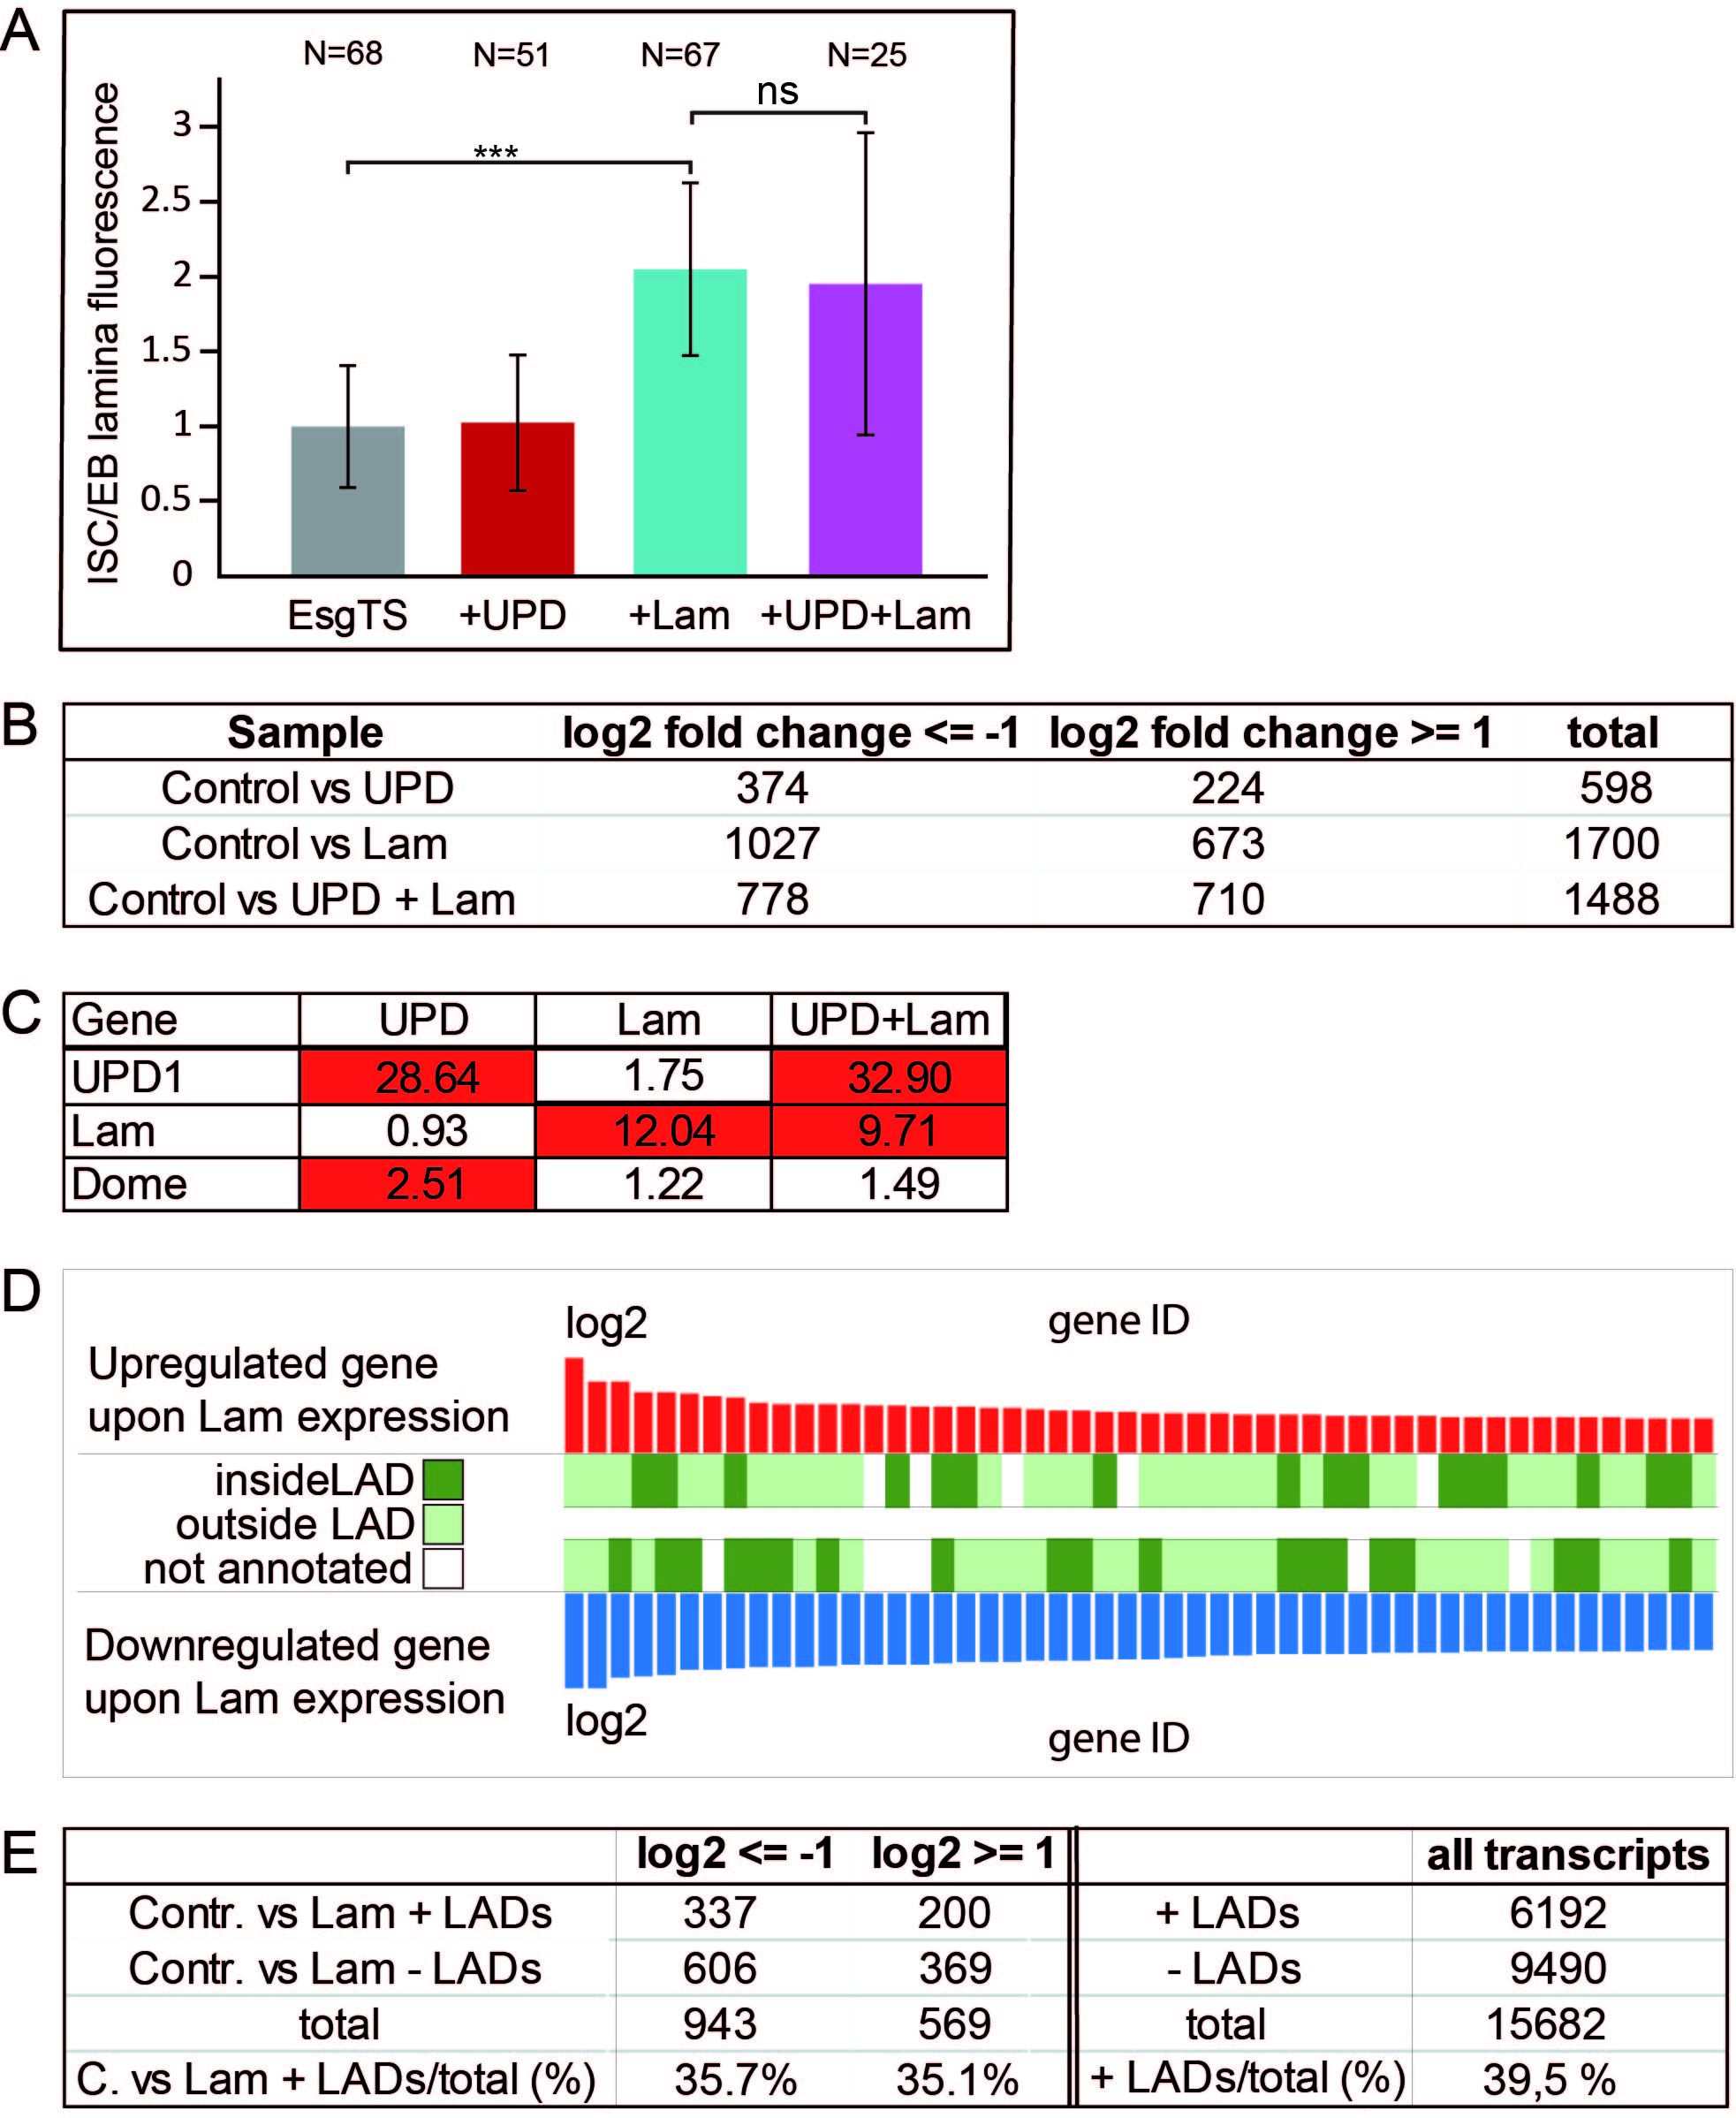

**Figure S8: Transcriptional profiling.** Results of RNAseq experiment of EsgTS (control) flies with expression of *Upd, Lam* or *Upd* and *Lam* in ISC/EBs. A: Quantification of Lam immunofluorescence intensity in ISC/EB nuclei. For each image the average nuclear immunofluorescence intensity of Lam was determined for ECs and subtracted from each ISC/EB cell (marked by GFP). N= Number of ISC/EBs measured. Statistical significance was tested by students T-test, two tailed, two-sample unequal variance. P(WT vs. +Lam) = 6.4*10-23, P(+Lam vs. +UPD+Lam) = 0.65. B: Number of transcripts that were downregulated or upregulated upon expression of *Upd, Lam* or both, in ISC/EBs with GFP expression, compared to only GFP expressing ISC/EBs. C: Selected genes that are upregulated (red) or unchanged/normalized (white). Numbers describe fold change in expression (not log2) D: Upregulated (red) or downregulated (blue) transcripts in relation to LADs (inside, outside or not annotated). Shown are the top 50 up/downregulated transcripts upon Lam expression. E: Left part of the table shows the number of transcripts that are downregulated (log2 <=-1) or upregulated (log2 >=1) upon *Lam* expression and if the gene locus is inside a LAD (Contr. vs *Lam* + LADs) or outside a LAD (Contr. vs *Lam* - LADs). The right part of the table shows all annotated *Drosophila* genes that lie in LADs (+LADs) and outside of LADs (-LADs) and the percentage of those that lie in LADs (+ LADs/_total_ (%)).

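When Upd and Lam were expressed together, 729 genes were at least 2-fold higher and 761 genes were at least 2-fold lower than in the control. The libraries of both genotypes were separated for 1468 of these 1490 genes (98.5%). By fold change alone, 835 genes were up and 985 genes were down. With a replicate block by title number the numbers were 712 and 734, and with a block by library number 732 and 781. The genes with the largest increases were Or98a (log2 fold change 11.01, adjusted p = 1.74e-05 from edgeR's quasi-likelihood test), upd1 and Ugt36F1 (log2 fold change 9.85). The largest decreases were those of Jon25Bii (-9.32), Jon99Cii (-9.28) and CG12374 (-8.91). Between the Upd+Lam and the Upd libraries, 866 genes were up and 603 genes were down at least 2-fold with the same thresholds. Against the Lam libraries, 515 genes were up and 222 genes were down in Upd+Lam.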

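The RNA levels of the expressed genes were checked against the sample labels. Lam, on chromosome 2L of BDGP6 from 5542480 to 5546642 on the plus strand, had 310.5 ± 35.8 CPM in the control and 285.3 ± 25.7 CPM in Upd (SD, n = 3 each). It had 3905 ± 370.4 CPM in Lam and 3124 ± 153.5 CPM in Upd+Lam. The log2 fold change against the control was 3.65 in Lam (adjusted p = 1.46e-08 from edgeR's quasi-likelihood test), 3.33 in Upd+Lam (adjusted p = 3.61e-08) and -0.12 in Upd (adjusted p = 0.515). With a replicate block by either number it was 3.65 in Lam and 3.33 in Upd+Lam.

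The gene upd1 lies on chromosome X from 18305354 to 18309291, on the minus strand. Its log2 fold change against the control was 10.00 in Upd (standard error 0.98, adjusted p = 1.17e-04 from edgeR's quasi-likelihood test) and 10.29 in Upd+Lam (standard error 0.98, adjusted p = 1.57e-05). With a replicate block by title number these were 10.06 and 10.38, and with a block by library number 10.17 and 10.38. Its count in the control libraries was 11, 7 and 12, so that the size of this ratio rests on few reads. In the Lam libraries its count was 38, 313 and 27, and the log2 fold change was 3.61 (adjusted p = 0.00896 from edgeR's test, 0.0125 and 0.0164 with the blocks by title number and by library number). Without Lam replicate 2 this log2 fold change was 1.48. Expressed and endogenous copies of both genes share their reads in these counts. For each of Lam in the Lam libraries and upd1 in the Upd libraries, all 3 libraries were above all 3 control libraries (exact permutation test, two-sided p = 0.1).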

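Lamina-associated domains (LADs) are regions of the chromosomes that contact the nuclear lamina, and the table compares the share of genes in these regions between genes changed by Lam and all annotated genes. The changed genes in it come from the sequenced libraries, whose count files list 15682 genes. A map of LADs was not used here, so that the shares in the table were not computed again.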

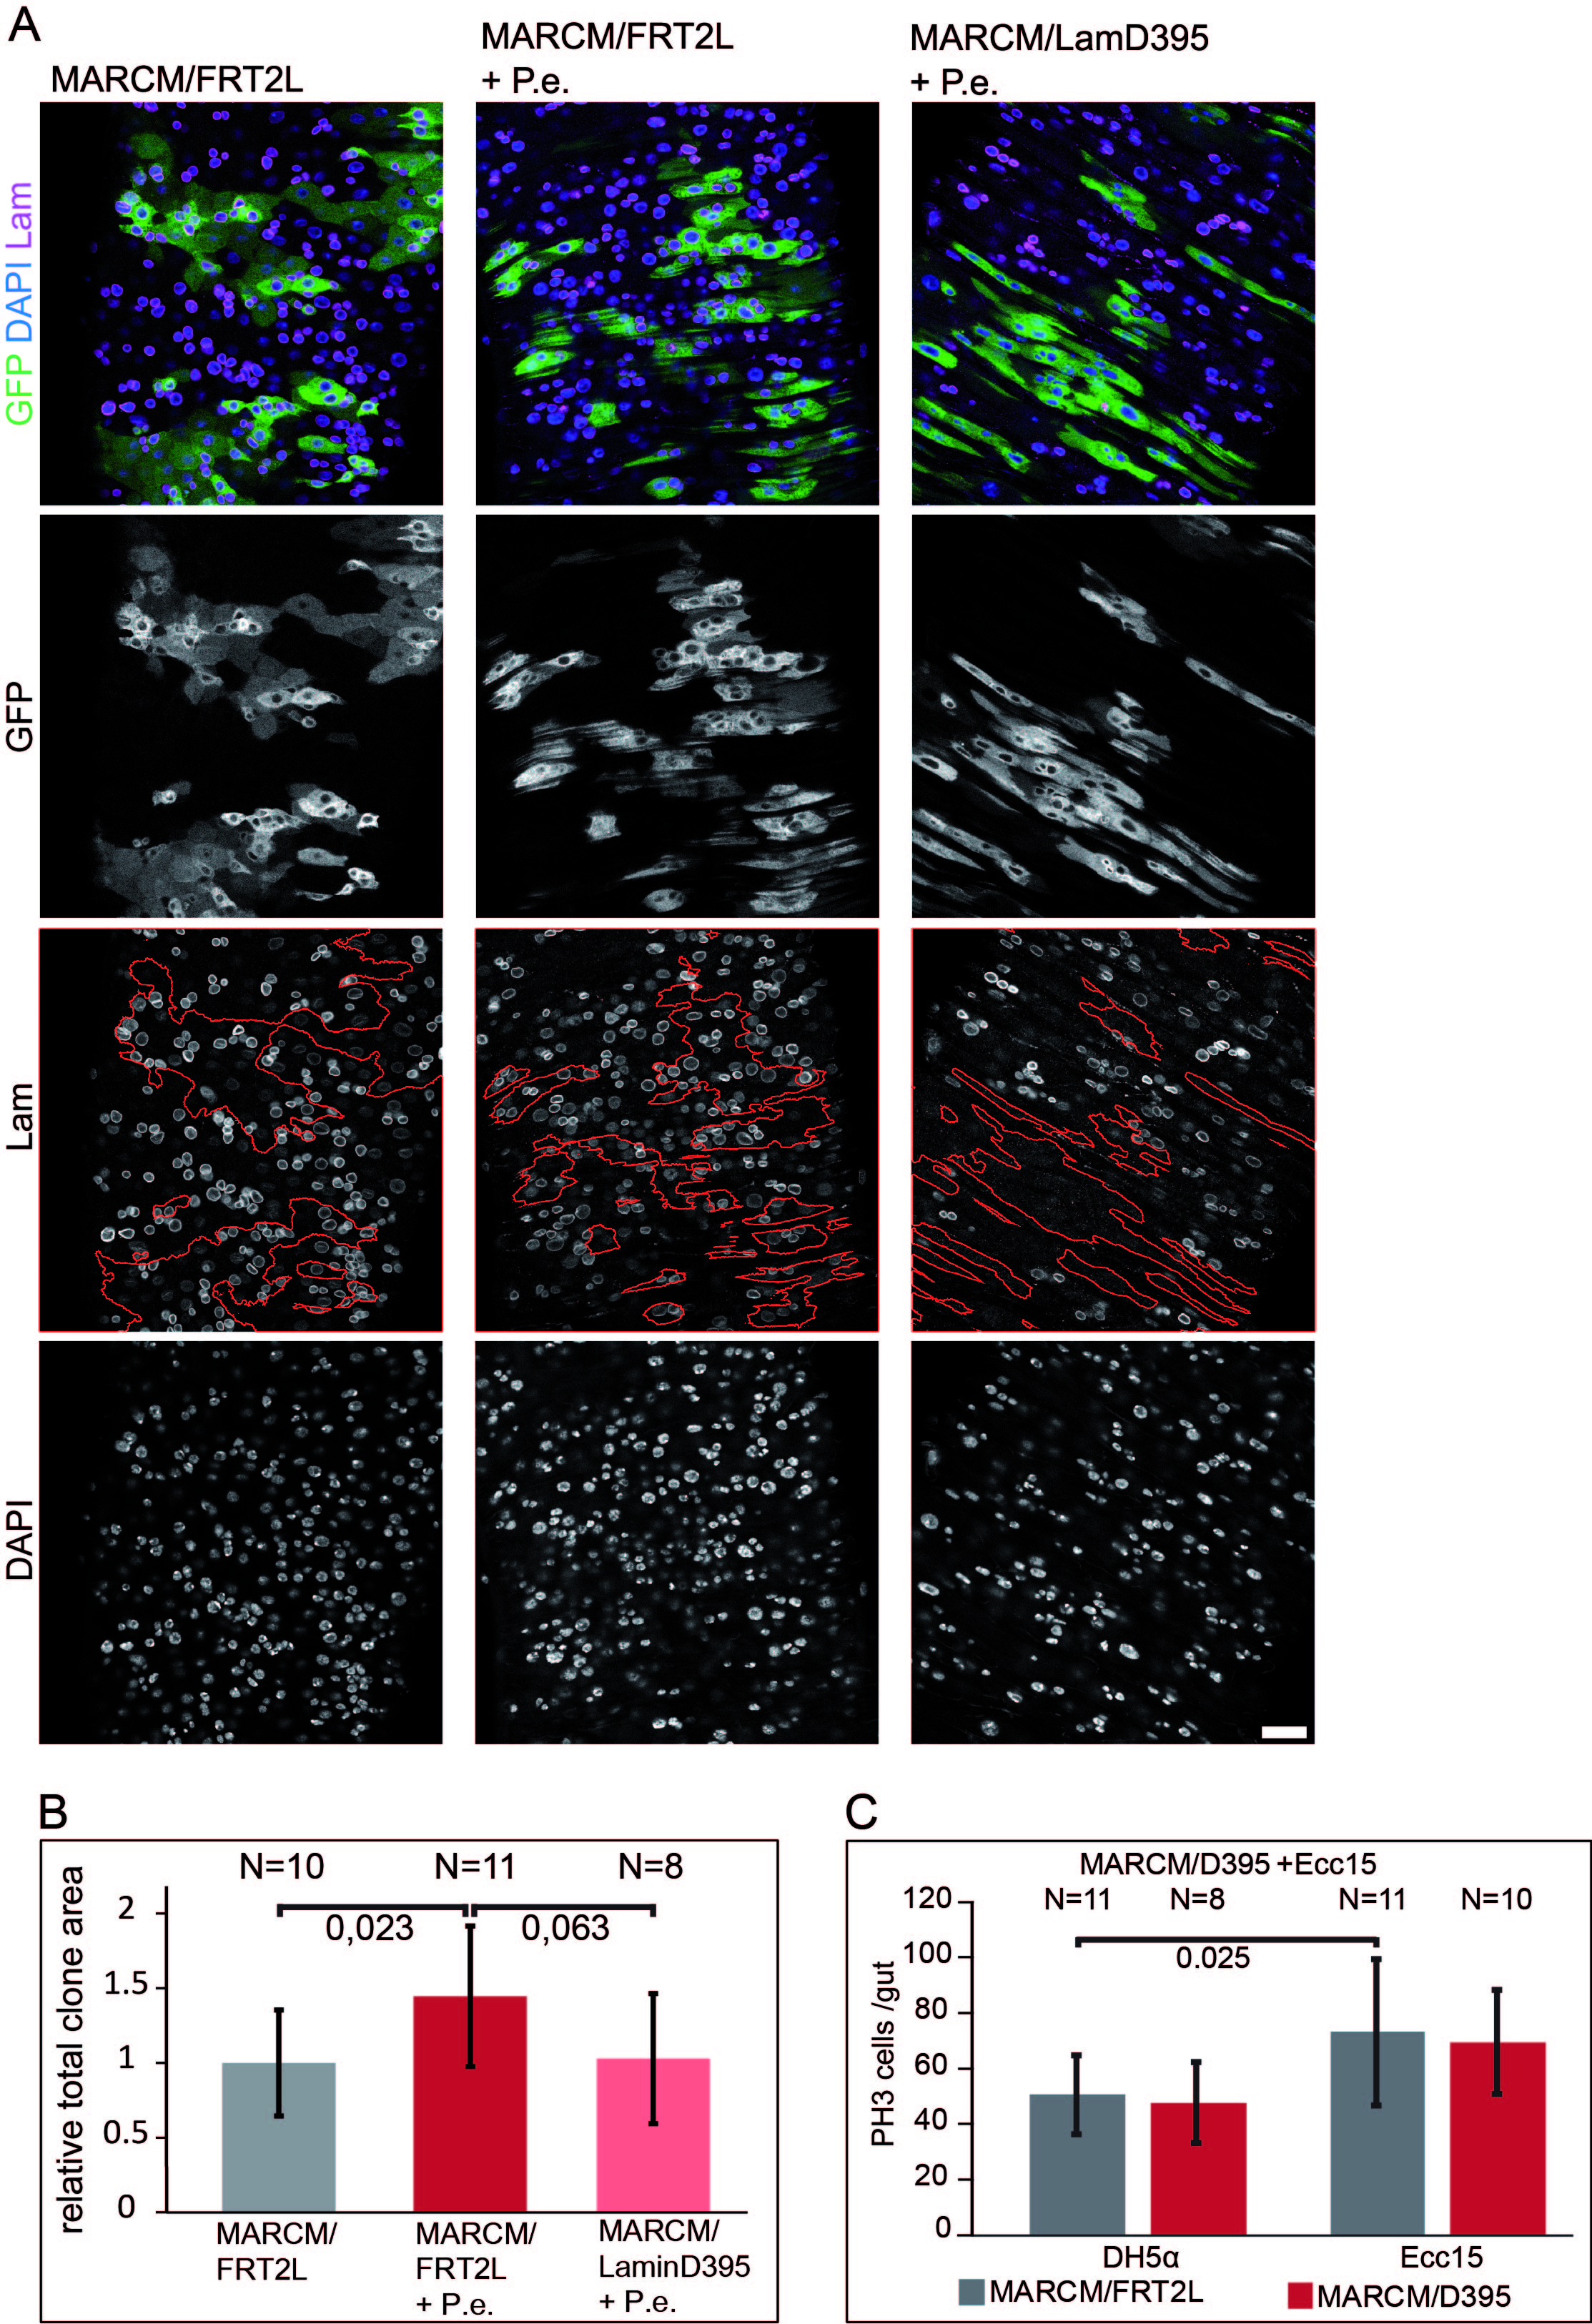

**Figure S9: *Lam* is not required for proliferation in midgut.** Midguts with mitotic clones for wild type or a *Lam* mutation were infected with *Pseudomonas entomophila (P. e*.) as indicated and (**A, B**) stained for GFP (green clonal marker, DNA (blue), Lam (purple). Clones are marked by line in red. After five weeks of clonal growth flies were infected by *P.e.* for 5 d and by *Ecc15* for 12 h and fixed afterwards. WT= MARCM/FTR2L, ∆Lam=MARCM/*Lam*^D395^ **(B)** Quantification of clonal area per gut region. P(WT vs. WT + *P. e.)* = 0.023, P(WT + P. e. vs. Lam + *P.e.*) = 0.063.  **(C)** Mitotic index as determined by staining with the mitotic marker (pH3). Flies with wild type or *Lam* mutant clones were infected with non-pathogenic (DH5a) or pathogenic (*Ecc15)* bacteria after four weeks of clonal growth. Bars indicate standard deviation. N, number of guts. Statistical significance was tested with Students T-test, two tailed, two-sample unequal variance. P(WT + DH5a vs. WT + *Ecc15*) = 0.025. Scale bar: 25 *μ*m.

How the deposited data were processed for this re-analysis (not part of the article)

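RNA of sorted ISC/EBs was measured in 12 libraries, 3 biological replicates of each of the genotypes control, Lam, Upd and Upd+Lam. The authors deposited one table per library with the count of reads on each gene, as whole numbers and without normalization. The layout of the tables is that of htseq-count, but the paper's text and the sample labels do not name the aligner, the counting tool, the genome build or the annotation. Reads without a feature made up between 4.09% and 8.7% of a library. Counts of unaligned and of multiply aligned reads are 0 in each table, so these reads had been removed or were not reported before the counts were deposited, which makes the counts of genes with near-identical copies uncertain. Between 14671206 and 39858063 reads were counted on genes in a library. Counting error is therefore small for all but the lowest genes, and the spread between replicates sets the precision.

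Samples were assigned to genotypes by the sample labels, which name the same 4 genotypes as the paper's methods. The replicate numbers of the sample titles and the library numbers of the file names differ for the control and the Upd libraries, and the paper names no pairing. The pairing by either number was therefore tried as an alternative and is not part of the main result. File names also carry dates, and 1 control and 1 Upd library have a later date than the others. The remaining control libraries have earlier dates than every Lam, Upd and Upd+Lam library. No control library has a date within the range of the Lam and Upd+Lam libraries. A difference between dates could therefore not be separated from the genotype in comparisons with the control. Leaving out the libraries of later date does not change this.

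Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr at its defaults (9645 of 15682 genes kept) and normalized with TMM. A quasi-likelihood model (glmQLFit and glmQLFTest) was fitted to all 12 libraries with a mean per genotype, and p-values were adjusted by the method of Benjamini and Hochberg over the genes kept. A gene was called changed at a log2 fold change of at least 1 in size and an adjusted p-value under 0.05. Target genes of Upd are the genes changed in Upd against control. A target gene was called normalized when its log2 fold change in Upd+Lam against control was between -1 and 1, which is the paper's definition. CPM are counts scaled to a common library size after TMM normalization. Fold changes of single genes were also tested by exact permutation of the 6 libraries compared, for which the smallest two-sided p is 0.1.

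The scripts were tested on simulated counts with 200 changed genes among 9645, of which edgeR's test called 176 (88%), with 4 of the unchanged genes called. The held-out procedure for the share of normalized genes was tested on simulated counts too. When Upd+Lam was simulated like Upd, 4.26% of the targets were within 2-fold in the held-out Upd library and 5.16% in Upd+Lam. When Lam was simulated to remove most of the change, the shares were 4.87% and 91.8%. All simulated changes lay well past the 2-fold threshold, so these shares do not show how often real targets close to it fall back.

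The genes named in the text were chosen by a rule set before the data were examined. The rule covers the genes for which the paper names an RNA level, and other genes the paper names for the lamina, the pathway or cell identity. It also covers the 3 genes up and the 3 genes down with the largest log2 fold change per comparison and among reversed targets, if the adjusted p-value is under 0.05 and all replicates of the genotypes are separated. Symbols came from the Ensembl annotation of BDGP6, in which 680 of the gene identifiers were not found. The genes esg, Dl, Ote and koi were not matched by symbol and were not analysed here. Lists of marker genes of cell types and pathways were tested with limma's camera function (limma 3.58.1, correlation between genes 0.01) on log2 CPM, in 32 tests.

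The alternatives set before the data were examined were DESeq2 1.42.0 without and with its normal prior on the fold change, limma-voom, other normalizations and filters, only the groups compared in the fit, the replicate blocks, each library left out, the libraries of later date left out, and other thresholds. A covariate for the mitochondrial genes, an offset for exon length, and reversed genes counted as normalized were added after seeing the data. A map of LADs was not used here, and neither were the imaging experiments of the paper.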

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

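The marker lists and their tests were set before the data were examined. The other splits of the samples for the results in this part, and the tests of library size, gene length and the mitochondrial level, were chosen only after the results were seen.

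The response to Upd differed with and without Lam for 1637 of 9645 genes (interaction term, adjusted p-value under 0.05 in edgeR's quasi-likelihood test). The difference was more positive with Lam for 835 and more negative for 802 of them. Of 100 splits drawn from the 200 possible regroupings of the libraries, 1 gave as many genes, which was the real one. The highest number in the others was 672 and the median was 0. The other splits put libraries of different genotypes into one group, which widens the spread within groups and lowers the number. The exchange of Lam and Upd+Lam, which keeps the genotypes apart, was not drawn. These splits therefore do not test the interaction by itself. With all libraries thinned to the depth of the smallest, 14671206 counts, 1547 genes remained, so a difference in library size does not account for the number. The interaction was correlated with exon length across genes (Spearman's rho -0.34, genes are not independent replicates). With an offset for this trend 926 genes remained, so gene length accounts for a part at most. With the mean log2 CPM of the mitochondrial genes as a covariate, 7 genes remained. With this covariate shuffled within the genotypes, a median of 62 genes remained (from 0 to 992 in 50 shuffles), and 15 of the 50 shuffles left as few genes as the real covariate. The covariate thus takes away most of the power whether or not it carries information, and the interaction cannot be told apart from a difference between libraries that follows the mitochondrial level. That Lam changes the response to Upd at these genes may be the reason, which remains a hypothesis.

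Among the genes the paper names, the difference was found for dome, for hop, which encodes the Jak kinase, and for N, which encodes Notch. For dome the effect of Upd was smaller with Lam by a log2 value of -1.06 (adjusted p = 0.0389 from edgeR's test). In Lam libraries Upd raised dome by a log2 fold change of only 0.30 (adjusted p = 0.341 from edgeR's test). For hop the difference was -0.83 (adjusted p = 0.00472 from edgeR's test). It came from a higher level in Lam alone, with 53.2 ± 2.43 CPM against 28.1 ± 2.27 CPM in the control and 30.9 ± 0.977 CPM in Upd+Lam (SD, n = 3 each). All 3 Lam libraries were above the control libraries. For N the difference was -1.1 (adjusted p = 0.0124 from edgeR's test). N was higher than in the control in Upd (log2 fold change 1.02), in Lam (1.43) and in Upd+Lam (1.36), with adjusted p-values of at most 0.00221 from edgeR's test. The technical explanation of the preceding paragraph concerns these 3 genes as well, and no separate one was tested. For dome and N it remains open, since both rose within the Upd libraries as the mitochondrial level fell. The level of hop rose there as well, but only from 27.8 to 30.4 CPM. For hop the small size of this rise argues against the technical explanation. Upd replicate 3 and Upd+Lam replicates 2 and 3 had mean mitochondrial log2 CPM of 4.01, 4.10 and 5.04. Their hop levels were 30.4, 31.6 and 31.3 CPM, near the 27.8 CPM of Upd replicate 1 (7.79). Lam replicate 3 (3.46) had 51.6 CPM.

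Marker genes of enterocytes were lower than in the control in all 3 genotypes. Over 24 genes, the median log2 fold change was -2.04 in Upd (19 genes lower, adjusted p = 2.79e-05 from limma's camera test), -1.77 in Lam (24 lower, adjusted p = 5.51e-04) and -2.32 in Upd+Lam (22 lower, adjusted p = 2.79e-05). Marker genes of enteroendocrine cells behaved alike, with medians over 12 genes of -1.22 in Upd (11 lower, adjusted p = 0.00172), -1.96 in Lam (12 lower, adjusted p = 2.61e-04) and -1.98 in Upd+Lam (12 lower, adjusted p = 2.79e-05). The 3 comparisons share the control libraries and are not independent. Other splits of the 6 libraries gave as small a p in the camera test for these lists. Counting the real split, as small a p was found in 3 of 10 splits for enterocytes in Upd, in 3 of 10 in Lam and in 2 of 10 in Upd+Lam. For enteroendocrine cells it was found in 4 of 10 splits in Upd, 3 of 10 in Lam and 4 of 10 in Upd+Lam. The genes of a list rise and fall together from library to library, so that the camera p-values overstate what 3 libraries per genotype can show, and with 10 splits a share under 0.05 cannot be reached. A varying number of other gut cells or of their RNA in the sorted fraction is a candidate explanation for part of the genes changed by Upd and by Lam, given the medians of -2.04 and -1.77. The list of progenitor genes, which holds genes of stem cells and of enteroblasts, had a median of 0.15 in Upd, 0.83 in Lam and 0.04 in Upd+Lam over 8 genes. In Lam the adjusted p was 0.316 from limma's camera test and 0.0064 from the permutation test with random lists matched on expression. A loss of enteroblasts is therefore not seen in this list, and it was not tested in another way.

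The list of cell cycle genes was lower in Lam than in the control, with a median log2 fold change of -0.44 over 27 genes (20 lower, adjusted p = 0.0383 from limma's camera test). Here too, 4 of the 10 splits of the 6 libraries gave as small a p. In Upd+Lam against Upd the median was -0.16 (adjusted p = 0.288 from limma's camera test). Against the control, the list was not lower in Upd+Lam, where Lam was also expressed (median -0.02, 15 genes lower, adjusted p = 0.828 from camera). In Upd the median was 0.19, with 6 genes lower. The adjusted p was 0.188 from camera and 0.0122 from the permutation test with random lists matched on expression. For the list of Jak/Stat genes no change was detected. Over 12 genes the median was 0.04 in Upd against the control (adjusted p = 0.439 from camera). In Upd+Lam against Upd it was 0.07 (adjusted p = 0.704 from camera). Only dome (1.36) and TotC (3.75, with 0.146 CPM in the control) were higher in Upd with an adjusted p under 0.05 in edgeR's test. Socs36E had a log2 fold change of -0.42 there.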

How the results depend on the processing

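Of the comparisons set before the data were examined, 481 left the result on its side of the threshold or within the spread, 23 weakened it, 6 strengthened it and 74 moved a count or share beyond 1.5 times or beyond the spread of replicates. Of those added after seeing the data, 43 left the result as it was, 5 weakened it and 10 moved it. The sign changed in 6 of the former and 2 of the latter, each at values that did not pass the threshold with either sign. Stat92E in Lam against control (0.02) became -0.02 with library size only and with a mean of at least 50 counts, -0.05 with upper-quartile normalization and -0.24 with the offset for exon length. Its value with single libraries left out was between -0.09 and 0.15 in Lam, and between -0.1 and 0 in Upd against control (-0.07). The sign changed in 2 and in 1 of these fits. In Lam against control, dome (0.32) became -0.26 with the covariate for the mitochondrial genes. The cause of the changes below was not tested, unless a value is given for it.

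The thresholds moved most counts. With no fold threshold, Upd changed 829 genes up and 838 down, Lam 2595 and 2332, and Upd+Lam 2062 and 1666; 111 targets were then reversed and 741 changed against the direction of Upd in Upd+Lam against Upd. The share within 2-fold of the control was 69.77%, which does not measure a return, since only 598 of these 1667 targets were past 2-fold in Upd. With a test against a 2-fold change, the numbers were 33 and 82 for Upd, 210 and 213 for Lam, and 319 and 199 for Upd+Lam; 28 targets stayed up, 70 stayed down, 5 reversed, 39 changed against Upd, and 10.43% were normalized. At 1.5-fold they were 442 and 586, 1651 and 1671, and 1303 and 1152; 223 targets stayed up, 166 reversed, 459 changed against Upd, and 33.95% were normalized. At 3-fold they were 106 and 209, 272 and 560, and 368 and 444; 50 targets stayed up, 131 stayed down, 10 reversed and 109 changed against Upd. By fold change alone, Upd changed 368 genes up and 601 down, 167 targets stayed up, 334 stayed down and 91 reversed. At an adjusted p-value under 0.01, Upd changed 132 genes up and 207 down and Upd+Lam 474 down; 69 targets stayed up, 126 stayed down, 29 reversed, 124 changed against Upd, 33.92% were normalized, and 353 genes had an interaction.

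The share of normalized targets was 37.79%. It was 41.97% with DESeq2's normal prior, 41.04% with a mean of at least 50 counts, 40.44% without the libraries of later date, and 41.14% when normalized meant a change against the direction of Upd with an adjusted p-value under 0.05 in Upd+Lam against Upd, which includes reversed genes. Counting reversed genes as normalized, which was chosen after seeing the data, gave 45.15%, with DESeq2's normal prior 48.16%, and with targets by fold change alone 48.3%. The mean of at least 50 counts also lowered the genes changed in Upd+Lam to 442 up and 451 down and the targets that stayed down to 143.

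With single libraries left out, the share was between 31.11% and 39.22%. Upd then changed between 138 and 232 genes up and between 248 and 588 down, and between 760 and 2104 genes had an interaction. The log2 fold change of dome was between 0.41 and 0.85 in Upd+Lam against control and between -0.86 and -0.6 against Upd, and it lost its call in 5 and in 2 of the 6 fits. That of Stat92E in Upd+Lam against control was between -0.34 and -0.28 and lost its call in all 6 fits. The odds ratio for chromosomes 2 and 3 against X was between 1.03 and 2.22. The log2 fold changes of Lam and upd1 kept their calls in all of these fits. The size for upd1 in Lam against control varied, however, between 1.48 and 4.11. The lowest value was that without Lam replicate 2.

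For dome in Upd+Lam against control (0.62), the call at an adjusted p-value under 0.05 was lost with upper-quartile normalization (0.56), with a mean of at least 50 counts (0.58) and without the libraries of later date (0.4). For Stat92E in the same comparison (-0.31), it was lost with library size only (-0.32), without a filter (-0.32) and without the libraries of later date (-0.31). Stat92E in Upd+Lam against Upd (-0.24) gained the call with DESeq2, without and with its prior (-0.28 in both), and with only the groups compared in the fit (-0.26). The higher upd1 in Lam (3.61) lost it with DESeq2's normal prior (0.7) and with limma-voom (2.54).

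With the replicate block by library number, dome (0.62, adjusted p = 0.0679 from edgeR's test) and Stat92E (-0.31, adjusted p = 0.058) in Upd+Lam against control lost their calls. With the block by title number, the odds ratio for chromosomes 2 and 3 rose to 1.78 (Fisher's exact test, p = 0.0381), and with DESeq2's normal prior to 1.84 (p = 0.0339), from 1.49 (p = 0.162). The other results kept their calls or stayed within the spread under both blocks.

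The covariate for the mitochondrial genes was added after seeing the data. It left 197 genes up and 92 down in Lam, 379 down in Upd+Lam, 138 targets that stayed down, 7 genes with an interaction and 41.44% normalized. For the genes changed by Lam and for the interaction, a shuffled covariate also took away many genes. Calls were lost for dome (0.34) and Stat92E (-0.29) in Upd+Lam, for upd1 in Lam (3.97), and for the neighbouring genes (ratio 1.51, permutation p = 0.183). The offset for exon length, also added, left 926 genes with an interaction, and dome in Upd+Lam lost its call (0.5). The marker lists gave 7 results of 32 with camera and 13 with random lists matched on expression. The lists were not tested with DESeq2 or limma-voom.

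Depth limited few results. At an equal depth of 14671206 counts, 562, 1612 and 1335 genes were changed in Upd, Lam and Upd+Lam, and 37.5% of the targets were normalized. The median log2 fold change of all genes against the control was between -0.062 and 0.021 under the 3 scaling methods. The count of upd1 in the control (7 to 12 reads) limits the size of its fold change.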

Differences from the paper's values

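The fold change of upd1 was 1024 in Upd against control, and the paper's value is about 29 (Fig. S8C, read by eye). In Upd+Lam it was 1252, and the paper's value is about 33 (Fig. S8C, read by eye). Of the alternatives set before the data were examined, DESeq2 with its normal prior on the log2 fold change gave 23.75 and 27.1, within 1.5 times of the paper's values. None of the other alternatives did: DESeq2 without the prior gave 1046 and 1243, limma-voom 1003 and 1226, and the fits that each left out 1 library between 873.1 and 1121 in Upd and between 1067 and 1370 in Upd+Lam. In Lam against control the fold change was 12.21, and the paper's value is about 1.8 (Fig. S8C, read by eye). This difference was within the spread of the replicates (SD 17). DESeq2's normal prior gave 1.625 here, and the fit without Lam replicate 2 gave 2.789.

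The paper's share of normalized targets is about 49% (Fig. 7B, read by eye). The figure gives about 95 targets still up and about 210 still down (Fig. 7B, read by eye). The share read from it is what remains besides these targets. Whether reversed genes were counted in it is not stated, and the paper's text describes normalized targets as lying within the 2-fold threshold. With reversed genes counted as normalized, which was chosen after seeing the values, the share was 45.15%, with 106 targets still up and 222 still down. It was 48.16% with DESeq2's normal prior and 48.3% with targets by fold change alone, both chosen after seeing the values. With reversed genes left out, which is the definition set before the data were examined, it was 37.79%, and 41.97% with DESeq2's normal prior.

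The paper reports that an effect of Lam on the RNA of Stat was not observed. Stat92E had a log2 fold change of 0.02 in Lam against control (adjusted p = 0.899 from edgeR's quasi-likelihood test), and of -0.31 in Upd+Lam against control (adjusted p = 0.0497). The latter call was lost under several alternatives.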

Other observations

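The test with held-out libraries, the tests of the balancer chromosomes, of other cell types and of the order of genes, and the splits for the numbers of changed genes and the share of normalized targets were set before the results were seen. The tests of library size, of the mitochondrial genes, of overlapping and co-regulated genes, of carry-over and of adding effects, the test of the direction of change with libraries held out, and the splits for the targets changed against the direction of Upd, were chosen only after the results were seen.

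Of the 10 splits of the 6 libraries in each comparison, 1 gave as many changed genes as the genotypes did, which was the real split, for Upd (598), for Lam (1776) and for Upd+Lam (1490) against control. The other 9 splits gave 0 changed genes each, with at most 1042, 1015 and 462 genes at an unadjusted p-value under 0.05, against 2995, 5530 and 4603 in the real splits. Among the 4 splits that part the same pairs of title numbers, the real one was also the only one with as many. With 10 splits a share under 0.05 cannot be reached. At equal depth 562, 1612 and 1335 genes were changed, so library size accounts for few of them.

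The share of normalized targets rests partly on how the targets were chosen. Genes called past a threshold tend to fall back in other libraries, whatever Lam does. With libraries held out, 30.6% of the targets were within 2-fold of the held-out control in the held-out Upd library, where no Lam was expressed, against 39.6% in the Upd+Lam libraries. The test took a share 1.5 times smaller in Upd as clearly smaller, which was not reached on average, so selection on noise may account for a large part of the share. The result depended on the library held out. The held-out share was 48.3% for Upd replicate 1, which has the later date in its file name, and 21.7% and 21.9% for replicates 2 and 3. With replicate 1 held out, the share in Upd+Lam was between 40.4% and 47.2%, not above that in Upd. With replicate 2 or 3 held out, it was between 32.9% and 45.4%, against 18.1% to 28.8% in Upd. The average thus also reflects how replicate 1 differs from the other Upd libraries. In simulated counts without an effect of Lam the held-out share in Upd was 4.26% in the same test. The simulated changes all lay well past the 2-fold threshold, however, while many real targets lay close to it. In the weakest group of upregulated targets the log2 fold changes were from 1.24 to 1. The simulated share is therefore no measure of the fall-back to be expected in the real libraries. Of the 20 ordered splits of the Upd and Upd+Lam libraries, 2 gave as large a share as the real one, counting the real one. The other one exchanged the 2 genotypes completely and gave 67.79%. This follows from the many genes that Lam changed and Upd alone did not, and tells nothing about chance. In the 18 splits that mixed the genotypes, the share was at most 26.34%. The number of targets that changed against the direction of Upd with an adjusted p-value under 0.05 in Upd+Lam against Upd, reversed genes included, was 246 in the real split, 947 in the complete exchange and at most 1 in the 18 mixed splits, so that 2 of 20 splits gave as many. With 20 splits a share under 0.05 cannot be reached, and the splits alone do not exclude chance.

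The direction of the change of the targets in Upd+Lam against Upd is favoured by the same choice. Targets were called without 1 control and 1 Upd library and scored with the held-out libraries, where 50% is expected from selection on noise alone. From the held-out Upd library to Upd+Lam, 64.8% of the targets changed against the direction of Upd, against 73.66% from the Upd libraries used for the call, and the median log2 change was -0.46 against -0.69. Selection may account for a part of the change, but this gap came mainly from Upd replicate 1. With replicate 1 held out the values were 52.9% and -0.09, so that little of the change remained against this library. From the libraries used for the call they were 76.9% and -0.80. With replicate 2 held out they were 72.73% and -0.72, against 69.58% and -0.53, so that there was no drop. With replicate 3 held out they were 68.73% and -0.58, against 74.51% and -0.73. Scored with the held-out control and Upd libraries, the response to Upd was smaller with Lam for 71.7% of the targets (from 66.9% to 77.8% over the 9 pairs). Genes are not independent replicates, and no p-value is given.

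Whether the share follows from effects of Upd and Lam that add on the log2 scale was tested by adding the fold changes in Upd and in Lam. By addition, 28.8% of the targets would be normalized and 8 reversed, against 37.8% and 44 observed, and 114 genes were normalized in both. The sum contains the fold changes in the Upd libraries in which the targets were called, and genes chosen for a large change there are less often within 2-fold. This lowers the share by addition whatever Lam does, so the lower value does not by itself show an interaction.

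Mitochondrial genes were lower in Lam than in control, with 0.20% ± 0.12 of the counts in Lam and 1.64% ± 0.29 in the control (SD, n = 3 each). Their mean log2 CPM was 8.20 ± 0.48 in the control, 2.82 ± 0.77 in Lam, 6.31 ± 2.02 in Upd and 5.45 ± 1.60 in Upd+Lam. The 3 Upd libraries spanned a range of 3.78, which is a large part of the difference between Lam and control, so that recovery of mitochondrial RNA that varies between libraries may explain it. Nuclear genes moved with it. Across 9635 nuclear genes, the slope on the mitochondrial level within the Upd libraries had a Spearman correlation of -0.34 with the log2 fold change of Lam against control (-0.28 within Upd+Lam). Of the 1766 nuclear genes changed by Lam, 71.1% had the sign that the mitochondrial level predicts within Upd. Genes are not independent replicates, and no p-value is given. Part of the genes changed by Lam may therefore follow a difference between libraries, or of the cells in them, that also occurs without Lam. With the mitochondrial level as a covariate 289 genes were changed by Lam, and with the covariate shuffled within genotypes a median of 805 (from 167 to 1844, and 5 of 50 shuffles left as few). An effect of Lam on mitochondrial transcripts cannot be told apart from these explanations.

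Genes changed by Lam lay next to each other more often than in shuffled gene orders. Adjacent genes changed in the same direction in 372 pairs, 2.23 times the 166.7 ± 11.6 (SD) pairs in 10000 shuffles (permutation p = 1e-04, the smallest p they can give). Without genes that overlap an earlier gene the ratio was 2.13, so shared reads of overlapping genes do not account for it. A grouping along the chromosome as in LADs would give such a ratio. Genes changed by Upd had a ratio of 4.93 and genes changed in Upd+Lam of 2.41, however, so runs of co-regulated genes that change in any comparison are a candidate explanation as well. No LAD map was used here.

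The control genotype alone carried balancers of chromosomes 2 and 3. Genes changed in all 3 comparisons against control made up 1.57% of the genes on chromosomes 2 and 3 (120 of 7641) and 1.06% of those on X (16 of 1514), an odds ratio of 1.49 (two-sided Fisher's exact test, p = 0.1618). A balancer effect was thus not detected with these thresholds. The odds ratio was above 1 in the alternatives run, from 1.03 (p = 1 in Fisher's exact test) without control replicate 1 to 3.17 (p = 0.338) with the mitochondrial covariate, and was 1.33 (p = 0.25) with limma-voom. In Fisher's exact test the p-value fell under 0.05 with DESeq2's normal prior (1.84, p = 0.0339), with the block by title number (1.78, p = 0.0381) and without Lam replicate 1 (2.22, p = 0.00476), and was 0.0536 or more in the other alternatives.

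In Lam replicate 2, upd1 had 14.1 CPM, against 1.40 and 1.04 CPM in replicates 1 and 3. RNA or reads of an Upd+Lam library may have entered this library. The excess was 2.34% of the level in Upd+Lam. Of 36 other genes with at least 5 CPM in Upd+Lam and at least 10 times the level in Lam, 22 were highest in Lam replicate 2, 5 in replicate 1 and 9 in replicate 3 (one-sided exact binomial test, p = 5.85e-04, with genes that are not independent). Their median excess in replicate 2 was 1.41% of the Upd+Lam level. The library was kept in all main results.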
